# System-Wide Analysis of the GATC-Binding Nucleoid-Associated Protein Gbn and Its Impact on *Streptomyces* Development

**DOI:** 10.1128/msystems.00061-22

**Published:** 2022-05-16

**Authors:** Chao Du, Joost Willemse, Amanda M. Erkelens, Victor J. Carrion, Remus T. Dame, Gilles P. van Wezel

**Keywords:** *Actinobacteria*, chromosome structure, nucleoid-associated protein, DNA binding studies, development

## Abstract

Bacterial chromosome structure is, to a great extent, organized by a diverse group of proteins collectively referred to as nucleoid-associated proteins (NAPs). Many NAPs have been well studied in *Streptomyces*, including Lsr2, HupA, HupS, and sIHF. Here, we show that SCO1839 represents a novel family of *Actinobacteria* NAPs and recognizes a consensus sequence consisting of GATC followed by (A/T)T. The protein, which is expressed in particular during sporulation, was designated Gbn for GATC-binding NAP. Deletion of *gbn* led to alterations in development and antibiotic production in Streptomyces coelicolor. Chromatin immunoprecipitation sequencing (ChIP-Seq) detected more than 2,800 binding regions, encompassing around 3,600 GATCWT motifs. This amounts to 55% of all such sequences in the S. coelicolor genome. DNA binding of Gbn *in vitro* minimally changes DNA conformation, suggesting a modest role in chromosome organization only, in addition to a gene regulatory role. Transcriptomics analysis showed that Gbn binding generally leads to reduced gene expression. The DNA binding profiles were nearly identical between vegetative and aerial growth. Exceptions are SCO1311 and SCOt32, for a tRNA editing enzyme and a tRNA that recognizes the rare leucine codon CUA, respectively, which nearly exclusively bound during vegetative growth. Taken together, our data show that Gbn is a highly pleiotropic NAP that impacts growth and development in streptomycetes.

**IMPORTANCE** A large part of the chemical space of bioactive natural products is derived from *Actinobacteria*. Many of the biosynthetic gene clusters for these compounds are cryptic; in others words, they are expressed in nature but not in the laboratory. Understanding the global regulatory networks that control gene expression is key to the development of approaches to activate this biosynthetic potential. Chromosome structure has a major impact on the control of gene expression in eukaryotes. In bacteria, the organization of chromosome structure is mediated by multiple factors, including macromolecular biophysics processes, biological processes, and, more importantly, a diverse group of proteins referred to collectively as nucleoid-associated proteins (NAPs). We here present the discovery of a novel and extremely pleiotropic NAP, which we refer to as Gbn. Gbn is an *Actinobacteria*-specific protein that binds to GATC sequences, with a subtle but broad effect on global gene expression, especially during the late developmental stage. The discovery of Gbn is a new step toward better understanding of how gene expression and chromosome structure are governed in antibiotic-producing streptomycetes.

## INTRODUCTION

Streptomycetes are filamentous soil bacteria with a complex life cycle, and they are well known for their ability to produce various kinds of antibiotics and other valuable natural products. Thus, they are a major source of clinical drugs (1–3). The life cycle of *Streptomyces* starts with the germination of a spore that grows out to form vegetative hyphae. Exponential growth is achieved via tip extension and branching, eventually resulting in a dense mycelial network (1, 4). When the environmental situation requires sporulation, for example, due to nutrient starvation, streptomycetes start their reproductive growth phase by developing aerial hyphae, which eventually differentiate into chains of unigenomic spores (5, 6). The production of antibiotics temporally correlates with the onset of development (7, 8). The complexity of the underlying regulatory networks is underlined by the fact that the Streptomyces coelicolor genome encodes some 900 regulatory proteins, of which only a minute fraction has been functionally characterized (9). Many of these affect the control of development and antibiotic production, such as those encoded by the *bld* and *whi* genes, which are responsible for the control of aerial hypha formation and sporulation, respectively, and those encoded by global regulatory genes such as *adpA*, *afsR*, *dasR*, and *atrA*, which pleiotropically control antibiotic production (10).

The control of chromosome structure is an important factor in the control of gene expression in eukaryotes. In bacteria, the organization of chromosome structure is mediated by multiple factors, including macromolecular biophysics processes, biological processes, and, more importantly, a diverse group of proteins referred to collectively as nucleoid-associated proteins (NAPs) (11–13). These are generally small DNA binding proteins involved in processes such as controlling gene expression, nucleoid structure, or DNA repair. Well-known NAPs in *Streptomyces* include Lsr2, HupA, HupS, sIHF, and IHF. Lsr2 binds nonspecifically to AT-rich sequences and can globally repress gene expression (14). HupA and HupS are homologs of HU (for histone-like protein from strain U93) proteins, which are differentially regulated depending on the developmental growth phase (15). A recent discovery shows that HupS is responsible for the structural organization of chromosome arms (16). sIHF is one of the basic architectural elements conserved in many actinobacteria and is able to influence the regulation of secondary metabolism and cell development (17). IHF binds a well-conserved nucleotide sequence, while HU binds to random DNA sequences (18), yet with a preference for bent, distorted, or flexible DNA (19). A proteomic survey of Streptomyces coelicolor identified 24 proteins with NAP-like properties, namely, the known Lsr2, HupA, HupS, and sIHF proteins and 20 yet-unidentified proteins (20). Although the functions of many NAPs are still not clear, BldC, for example, has a major impact on the transcriptome (21, 22).

We previously showed via pulldown assays that the candidate NAP SCO1839 binds to the promoter region of the cell division regulatory gene *ssgR* (23). SsgR is the transcriptional activator of the cell division activator gene *ssgA* (24). SsgA and its paralog SsgB are both required for sporulation (25–27) and together coordinate the onset of sporulation-specific cell division in *Streptomyces*, whereby SsgB directly recruits the cell division scaffold protein FtsZ to the future sites of septation (28).

Here, we show that SCO1839 represents a novel family of small DNA binding proteins which plays a role in the regulation of *Streptomyces* development and antibiotic production. The protein is specific to the *Actinobacteria*, with a helix-turn-helix (HTH) DNA binding motif containing three helices, and plays a role in the control of morphogenesis. Chromatin immunoprecipitation coupled with massive parallel DNA sequencing (ChIP-Seq) revealed that the protein binds to over 2,800 genomic regions with one or more binding sites, recognizing a specific DNA binding motif centered around the consensus sequence GATC. Thus, we designated the protein Gbn (GATC-binding NAP). Transcriptomics data showed that genes bound by Gbn on the promoter regions tend to be expressed more in *gbn* mutants, suggesting a suppressive effect of Gbn.

## RESULTS AND DISCUSSION

### SCO1839 is a small NAP specific to *Actinobacteria*.

We previously identified SCO1839 as a DNA binding protein that binds to the promoter region of the sporulation regulatory gene *ssgR* (23). SsgR activates transcription of *ssgA*, which encodes a pleiotropic developmental regulator and activator of sporulation-specific cell division in streptomycetes. SCO1839 is a small protein (73 amino acids; 7.6 kDa) with a predicted isoelectric point (pI) of 10.53, indicative of an alkalic protein. A Pfam sequence search (29) did not yield any significant matches to known protein families, suggesting that SCO1839 is the first member of a novel protein family. It was suggested that SCO1839 may be a nucleoid-associated protein (NAP) (20).

To obtain more insights into the distribution and phylogeny of SCO1839, a conserved hidden Markov model (HMM) domain was constructed using all SCO1839-like proteins from *Streptomyces* species. Consequently, an HMM search against all available bacterial full genomes in the database was performed. No hits were found outside the order *Actinomycetales*, strongly suggesting that SCO1839 is an *Actinobacteria*-specific protein (Fig. 1A and B). Eight main clusters of similar groups of homologs were found. The largest cluster mainly consists of SCO1839 orthologs from *Streptomyces*, *Amycolatopsis*, *Pseudonocardia*, *Frankia*, and *Actinomadura*. Other major clusters include clusters of *Nocardia* and *Rhodococcus*, *Micromonospora* and *Salinispora*, and *Geodermatophilus* and *Blastococcus*. Orthologs from *Rhodococcus* form two separate clusters. Interestingly, 24 *Actinomadura* species and 38 *Streptomyces* species have two paralogs of SCO1839, which divide into two additional clusters. For most genera, more than 90% of the species encode at least one copy of SCO1839-like proteins. The genus *Rhodococcus* forms an exception, as only 28.7% (92 out of 321) of the sequenced genomes of this genus contain a SCO1839 family protein (Fig. 1A), and these proteins divided into three distinct clusters. This could be related to the fact that it is the only genus among all listed genera that does not have a true mycelial lifestyle (1). The low conservation of SCO1839 in *Rhodococcus* may reflect adaptation to the mycelial lifestyle of this genus.

**FIG 1:**
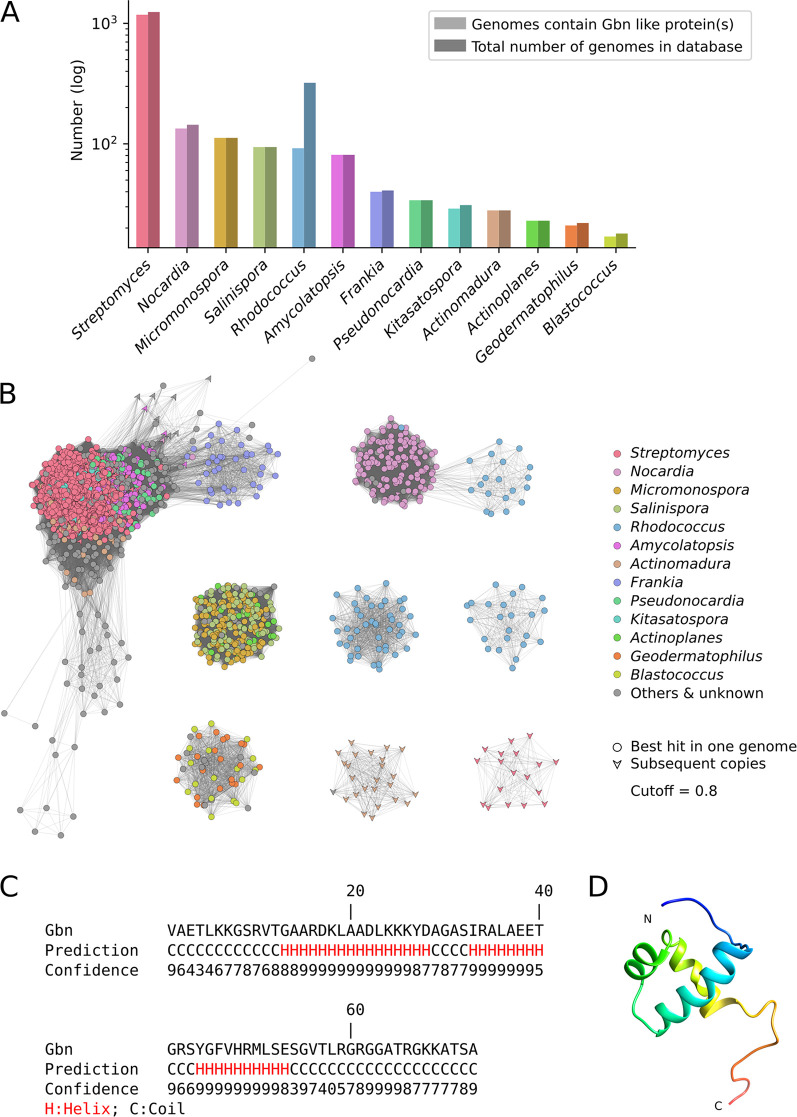
Distribution, phylogenetic network, and structural analysis of Gbn family proteins. (A) Bar plot representing the distribution of Gbn-like proteins in all genomes used in this study. Light colors indicate the number of sequenced genomes containing Gbn-like proteins in specific genera; dark colors represent the total number of sequenced genomes in each genus. (B) Sequence similarity network built with a threshold of 0.8 using all Gbn-like proteins detected in this study. Nodes represent Gbn-like proteins. Edges connecting the nodes represent phylogenetic distances. Colors indicate the taxonomic affiliation of each ortholog. Shapes indicate whether Gbn is the primary copy in one genome. (C) Predicted secondary structure of Gbn, obtained from the I-TASSER output. (D) *In silico* structural model of the Gbn protein generated with I-TASSER.

*In silico* structural modeling of SCO1839 was performed using the I-TASSER server (30), revealing a putative single DNA binding helix-turn-helix (HTH) motif in the form of a trihelical structure (Fig. 1C and D). No homology to any other known transcriptional regulator family from bacteria was seen. Very short amino acid stretches flank the residues belonging to the HTH motif. Nine other protein structures found in the Protein Data Bank (PDB [https://www.rcsb.org/]) (31) share structural analogy to SCO1839 and have similar HTH motifs. These are proteins found in a wide range of organisms and with different functions, including DNA helicases from the archaeon Pyrococcus furiosus (PDB code 2ZJ8), E. coli (2VA8 and 2P6R), and humans (5AGA), a ribosomal protein from Saccharomyces cerevisiae (5MRC), a human cell division cycle protein (2DIN), a yeast terminator binding protein (5EYB), a regulator from Staphylococcus aureus (2R0Q), and a tRNA synthetase from the archaeon Archaeoglobus fulgidus (2ZTG). However, none of these proteins were as small as SCO1839 and neither contained only one DNA binding motif. To the best of our knowledge, no other bacterial protein with similar structure has been reported before. Therefore, we propose that the SCO1839-like proteins form a new family of bacterial DNA binding proteins. SCO1839 is further named Gbn, for GATC-binding NAP (see below).

### Gbn binds to thousands of DNA binding sites with GATC as a core motif.

To obtain insights into the genome-wide DNA binding capacity of Gbn, ChIP-Seq analysis was performed on samples harvested after 25 h (vegetative growth) and 48 h (sporulation). Following this approach, all binding sites of Gbn on the S. coelicolor chromosome can potentially be identified. For this purpose, the original copy of *gbn* on the genome was fused with a sequence encoding a triple FLAG tag at its 5′ terminus using CRISPR-Cas9 (see Materials and Methods). The strain had a phenotype that was highly similar to that of the parent (see Fig. S1 in the supplemental material). The ChIP-Seq data showed a wide distribution of Gbn binding events (Fig. 2). In total, 2,825 and 2,919 binding regions were identified using MACS2 software (32) for samples obtained from mycelia in the vegetative and sporulation stages, respectively. We define strong binding sites as those sites with a binding peak with a calculated fold enrichment of >10, which applies to some one-third of all binding events. Since fold enrichment is based on the coverage of sequencing reads, its value could be influenced by sequencing bias. Half of the strong binding sites (52.4% of the common sites at 25 and 38 h) colocalized with low-GC-content regions (see Materials and Methods for details). Interestingly, there was a near complete overlap (>90% [2,402]) between the Gbn binding events found in the two samples (Pearson correlation coefficient, 0.945 [Fig. 2]). This shows not only that the binding specificity of Gbn is largely growth phase independent but also that the experiments were highly reproducible. The result also indicates that while the expression of *gbn* is higher during sporulation (see result below), the specificity of the protein for its binding sites does not change, as shown by the highly similar binding profiles from the ChIP-Seq experiments.

**FIG 2:**
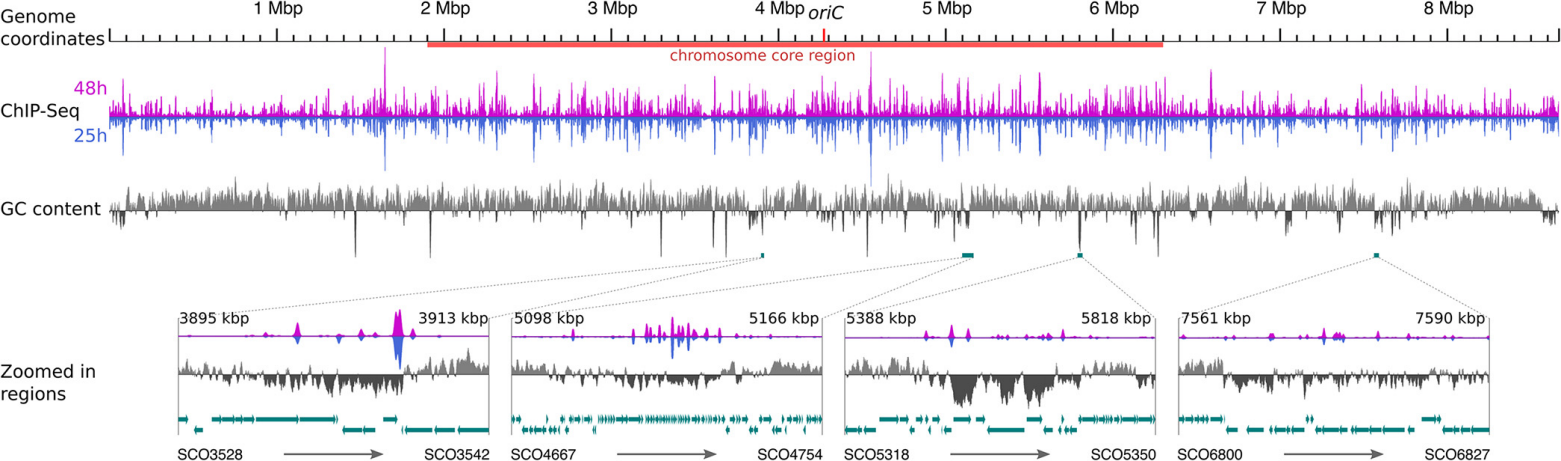
Genome-wide distribution of Gbn protein binding sites along the S. coelicolor genome. ChIP-Seq sequencing coverage data and genome GC percentage data were averaged within a 5,000-bp window per 500-bp step. GC content of >70% was plotted as positive bars, that of <70% as negative. The core region of the chromosome (16) is marked by red bar under the genome coordinate line. Selected low-GC regions overlaps with high ChIP-Seq coverage regions are shown as zoomed-in regions. The window and step size of the zoomed in regions were differentially set according to the size of the region (window/step settings are 100/10, 500/50, 200/20, and 200/20, from left to right). Genes are shown as blue arrows only for the zoomed in regions.

10.1128/msystems.00061-22.6 FIG S1 Back of SFM plate shows pigments production of different genotypes. A strain expressing Gbn-3×FLAG (lower right) produces a similar amount of blue-pigmented actinorhodin (Act) as the parental strain (upper left). Compare the *gbn* deletion strain (upper right), which produces reduced amounts of Act, and a strain overexpressing *gbn* (lower left) that shows enhanced Act production. Download FIG S1, TIF file, 1.8 MB. Copyright © 2022 Du et al. 2022 Du et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To obtain a consensus binding site for Gbn, the binding regions from ChIP-Seq results were extracted and modeled using MACS2 and MEME-ChIP (32, 33). In this way, the sequences GATCAT and GATCTT were identified as binding sites, and thus, GATCWT represents the Gbn binding site (Fig. 3A). The most conserved binding core was GATC, which is a palindrome known as recognition site for DNA methylation (34). The predicted motifs also showed G/C preference on the flanking region separated by gaps of 2 bp (Fig. 3A). It is important to note that virtually all binding regions that were identified as significant (>99.8%) contained a GATC motif, and most (88.2% for 25 h and 84.0% for 48 h) contained the consensus sequence GATCWT. The S. coelicolor genome contains in total 6,501 GATCWT sequences; 54.5% and 55.5% were present in the predicted binding regions in the 25-h and 48-h samples, respectively. Note that many binding sites have more than one copy of the motif. Closer inspection of the raw data of the ChIP-seq data revealed that in fact all GATCWT motifs on the S. coelicolor genome are covered by an increased sequencing coverage, but not all of them can be reliably detected by MACS2 without increasing the false positives to an unacceptable level. This was not seen for GATC sequences not followed by AT or TT. We believe that Gbn can bind most GATCWT sequences on the S. coelicolor chromosome. However, not all GATCWT sequences may be accessible to Gbn either directly because they are occupied by other proteins or indirectly because of the chromosome organization of the region. Further investigation of this phenomenon is needed.

**FIG 3:**
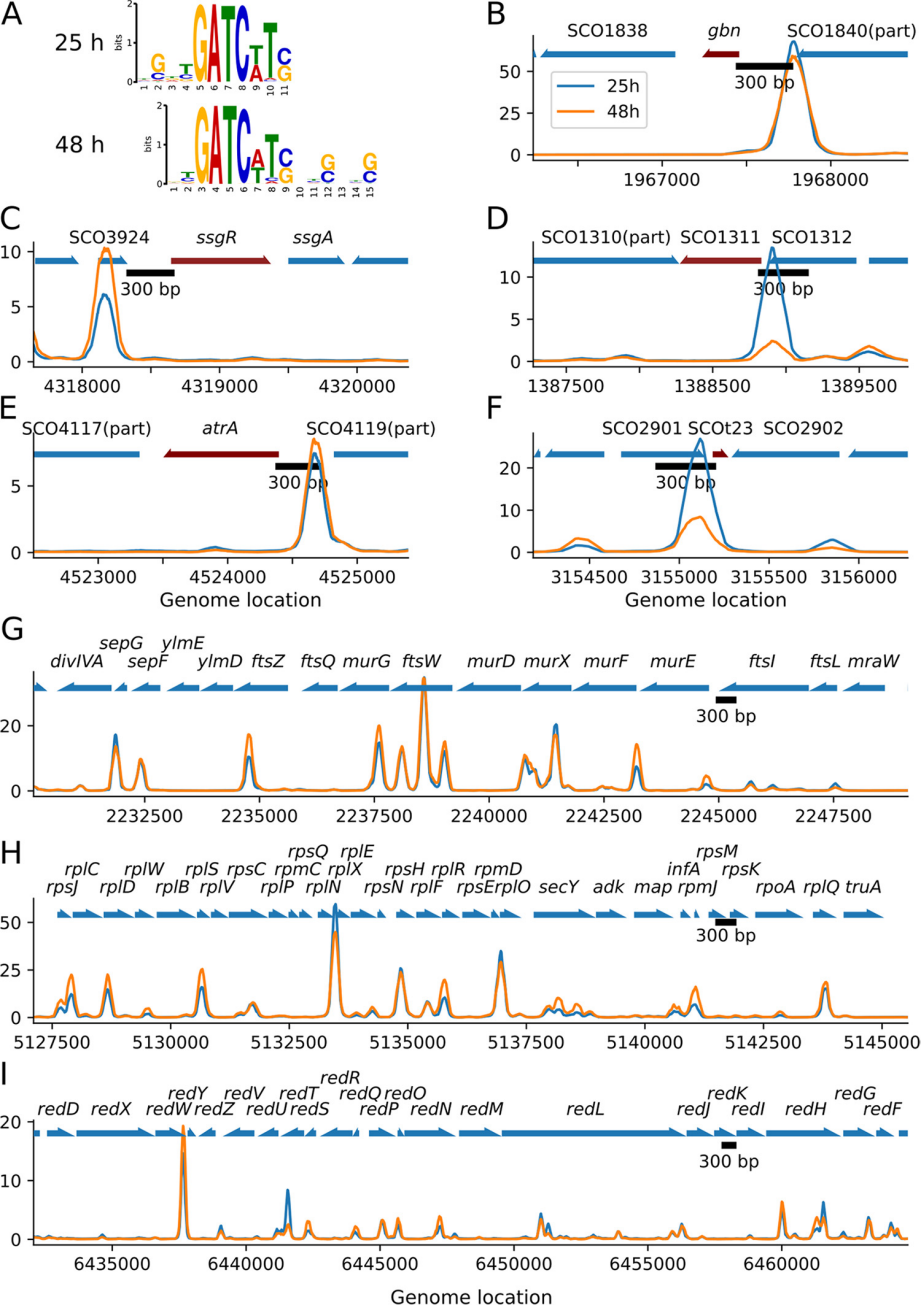
Gbn protein binding site analysis. (A) Gbn DNA binding motifs predicted by combining the programs MACS2 and MEME-ChIP. (B to I) Enrichment level (*y* axis) of Gbn in target region as measured by ChIP-Seq; corresponding samples of blue and orange lines are indicated by the key in panel B. (B to F) Targeted genes with flanking regions (1,000 bp) are included. The red arrow indicates the target gene; other genes are colored blue. (G to I) *dcw* gene cluster, ribosomal protein gene cluster, and *red* gene cluster, respectively. Note that the *y* axes of the plots are in automatic scale.

The affinity of Gbn for its DNA binding motif was further examined *in vitro* using electrophoretic mobility shift assays (EMSA). The results show that Gbn could bind to the GATC motif *in vitro*. The additional nucleotide (AT)T on one side increased the affinity of Gbn, with the half-binding concentration reduced by more than one-third (Fig. 4B). Furthermore, when more GATC motifs were present in the DNA fragments, simultaneous binding of more Gbn proteins was observed (Fig. 4C and D). For the short (50-bp) DNA fragment with four target DNA motifs, only three binding events could be observed from EMSA; possibly only one of the two GATC sequences in close proximity could be bound by one Gbn protein as a consequence of steric hindrance. Taken together, the results indicate that Gbn showed good binding to a motif centered around GATC in experiments *in vitro*.

**FIG 4:**
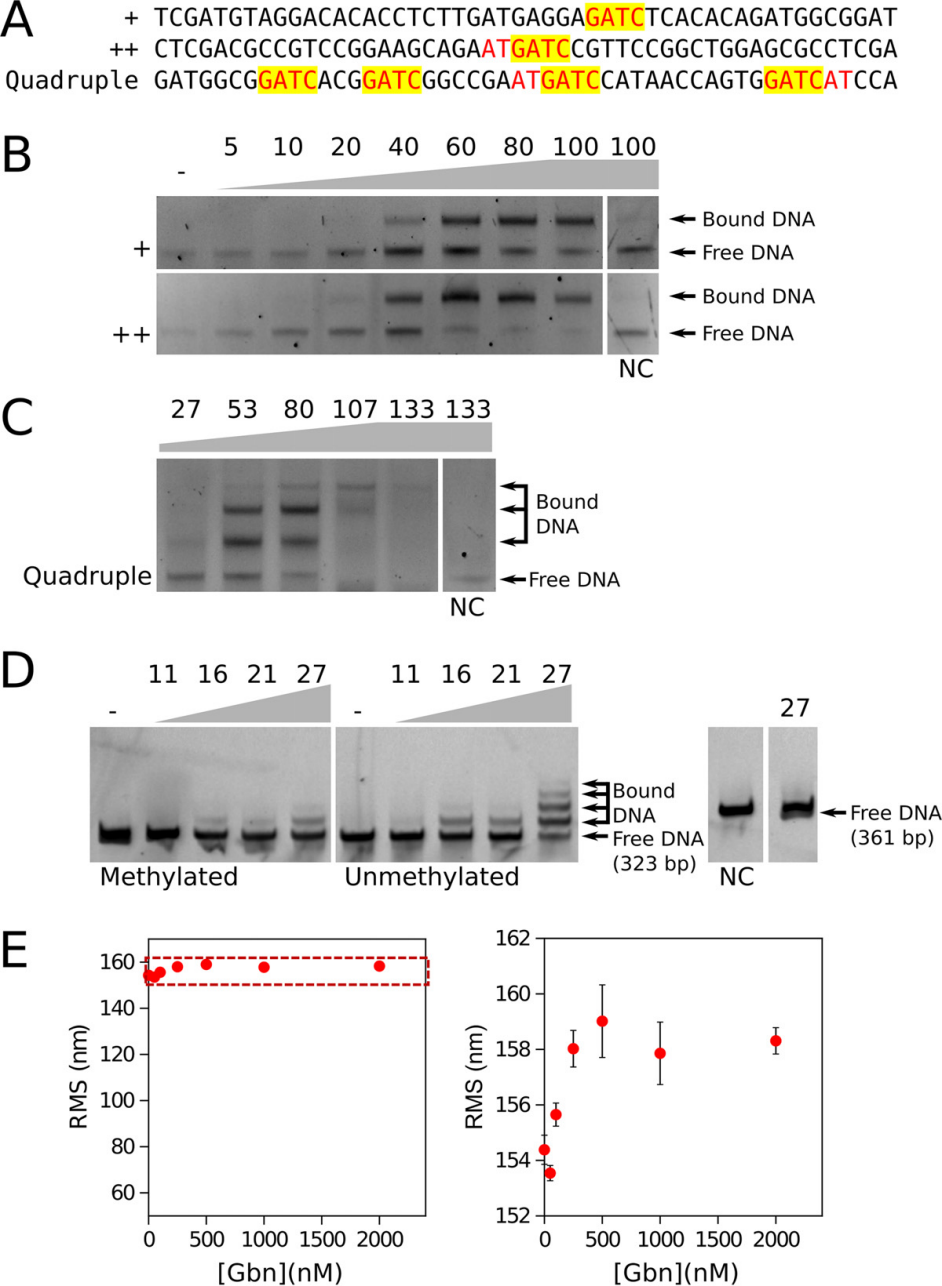
Binding specificity and affinity of Gbn protein. (A) Sequence of short DNA fragments used in electrophoretic mobility shift assays (EMSA). The motifs included in the EMSA sequences were designed with different degrees of binding strength. The GATC motif is indicated by “+,” GATCWT is indicated by “++,” and the DNA sequence containing two GATCWT and two GATC motifs is indicated by “Quadruple.” GATC motifs are highlighted with the trailing (A/T)T sequence colored red. (B and C) EMSA using 6×His-tagged Gbn on synthetic 50-bp double-stranded DNAs containing the GATC motifs of different binding strengths described for panel A. (D) EMSA using 6×His-tagged Gbn protein was performed on DNA extracted from DNA methylation-deficient E. coli ET12567 and methylation-positive E. coli JM109. The *gbn* promoter region (−561 to −239) contains eight GATC motifs and was used as a test sequence. The negative control (NC) sequence was derived from a random location with no detectable Gbn protein binding as shown by ChIP-Seq analysis, specifically, positions 5052200 to 5052548 (349 bp). In panels B, C, and D, the protein-to-DNA molar ratios are shown at the top of each gel picture; 10 μL of mixed samples was loaded per lane with DNA concentrations of 5 nM (B), 7.5 nM (C), and 2 nM (D). (E) Root mean square displacement (RMS) of the bead for Gbn on a 685-bp DNA substrate containing the *gbn* promoter region shown as a function of protein concentration. Error bars indicate the standard errors of the data points (*n* ≥ 100). On the right, a closeup of the dashed region is shown.

The GATC motif is the target sequence for deoxyadenosine methylase (DAM), which is essential for DNA mismatch repair in E. coli (34). Another DNA methylation takes place on the second deoxycytosine of the sequence CCTGG, which is carried out by deoxycytosine methylase (DCM) (35). S. coelicolor lacks both methylation systems and degrades methylated exogenous DNA (36, 37). Which proteins are involved in the recognition and restriction system in *Streptomyces* remains unknown (38, 39). To test whether Gbn plays a role in this restriction system, we compared the transformation efficiency of methylated DNA and nonmethylated DNA in a *gbn* null mutant and in the parental strain, M145. No significant differences were observed in the transformation efficiencies between the parent and *gbn* mutant, which suggests that Gbn does not play a role in restriction of methylated DNA (data not illustrated). Next, we tested the affinity difference of Gbn for GATC and GA^m^TC in an EMSA. The results revealed that Gbn had lower affinity for methylated DNA (Fig. 4D), which may be caused by a steric effect of the methyl group on Gbn binding.

### Gbn does not alter the conformation of the DNA *in vitro*.

In order to investigate whether Gbn alters DNA conformation *in vitro*, we performed tethered particle motion (TPM) experiments (40). If the binding of a protein to DNA induces bends or affects DNA stiffness, this translates into a reduction or an increase of the root mean square displacement (RMS), respectively, compared to that of bare DNA (41–43). In this study, we used a 685-bp DNA substrate containing the *gbn* promoter region with 10 GATC(WT) sites. Addition of the Gbn protein resulted in a very small increase in RMS, of around 4 nm, at ≥250 nM (Fig. 4E). This could be explained by Gbn occupying the 10 binding sites without causing major changes in the DNA conformation. While Gbn does not deform DNA promoting compaction, the increase in RMS is indicative of the DNA being somewhat stiffened by binding of the protein. Earlier studies indicate that the observed mild increase in RMS corresponds to an increase in persistence length of about 5 nm compared to bare DNA (43). Note that qualitatively similar effects have been observed for E. coli and Pseudomonas aeruginosa H-NS like proteins (41, 42). These properties might indicate that Gbn only modestly contributes to organization and compaction of the chromosome, while having a more prominent role in regulation of genome transactions such as transcription.

### Gbn binding events are found in the regulatory regions of some 10% of all genes.

As Gbn was previously found to be a developmentally related nucleoid protein (23), we first checked the Gbn binding sites within the cell division and cell wall (*dcw*) gene cluster (SCO2077 to SCO2088) and the genes related to secondary metabolism. We found one binding event upstream (−483 relative to the translation start site) of sporulation gene *ssgR* (Fig. 3C). This is in accordance with the previous observation that Gbn binds to the *ssgR* promoter region (23). Interestingly, there was an abundant presence of strong Gbn binding sites inside the *dcw* cluster (Fig. 3G). This indicates that Gbn indeed has some strong influence in cell division. We also found a weak Gbn binding site within the promoter region of the antibiotic production global regulator *atrA* (Fig. 3E). Most of the Gbn binding sites in the undecylprodigiosin gene cluster are weak except the one in the promoter region of unknown-function gene *redY* (Fig. 3I).

To obtain better insight into which genes are affected by the binding of Gbn, we investigated Gbn binding events in the putative promoter regions (−350 to +50 relative to the transcription start site of all genes). In total, Gbn bound to the promoter of 769 genes at both 25 h and 48 h (Table S1). Of these genes, 44.5% (343 genes) had at least one binding event with more than 10-fold enrichment in the corresponding promoter region. These genes include many genes from *dcw* cluster, 50S ribosomal protein gene cluster (SCO4702 to SCO4727), tRNAs (SCOt02 to SCOt50), *atrA*, *redY*, and *gbn* itself (Table 1 and Fig. 3). Interestingly, Gbn not only bound strongly to the promoter regions of five tRNA genes but also strongly at 25 h to the promoter region of SCO1311, which has a tRNA-editing domain responsible for hydrolyzing misacylated tRNA (coverage, 68%; Pfam, PF04073). Interestingly, the promoter regions of SCO1311 and SCOt32 showed the largest difference in Gbn binding between 25-h and 48-h samples, with three-times-higher enrichment at 25 h than at 48 h (Fig. 3D and F and Table 1). SCOt23 specifies a leucyl-tRNA with anticodon UAG, which is required for the translation of the rare leucine codon CUA. The rarest codon in S. coelicolor is another leucine codon, namely, UUA. The tRNA recognizing the UUA codon is specified by *bldA*, and the corresponding TTA codon occurs specifically in many genes involved in development and antibiotic production, making those genes *bldA* dependent (44–47). The CTA leucine codon is also very rare in *Streptomyces* genes, representing only 0.31% of all leucine codons in S. coelicolor. In this light, it would be interesting to see if SCOt23 also plays a role in the control of developmental gene expression and what the role of Gbn in the control of SCOt23 transcription is.

**TABLE 1:** Genes^*a*^ with strong Gbn binding event at the promoter region

Gene	Gene product	Binding width		Binding summit position^*c*^		Fold enrichment		Log_2_ fold change^*d*^	
		25 h	48 h	25 h	48 h	25 h	48 h	24 h	45 h
SCO1311^*b*^	Hypothetical protein with tRNA edit domain	271	ND^*e*^	−76	−72^*e*^	13.41	2.42^*e*^	0.01	−0.04
SCO1839^*b*^	Gbn	547	530	−326	−324	67.75	58.18		
SCO2077^*b*^	DivIVA	251	300	−90	−91	17.19	13.48	−0.14	−0.55
SCO2081^*b*^	YlmD	271	378	−348	−348	10.44	17.18	−0.12	−0.14
SCO2084^*b*^	MurG (UDP-diphospho-muramoylpentapeptide beta-*N*-acetylglucosaminyltransferase)	280	313	−280	−273	13.22	13.41	−0.07	−0.33
SCO2086^*b*^	MurD (UDP-*N*-acetylmuramoyl-l-alanyl-d-glutamate synthetase)	482	471	−90	−100	9.63	10.62	−0.07	−0.21
SCO2088^*b*^	MurF (UDP-*N*-acetylmuramoylalanyl-d-glutamyl-2,6-diaminopimelate-d-alanyl-alanyl ligase)	227	285	−5	−10	7.37	14.21	−0.10	−0.28
SCO4702	RplC (50S ribosomal protein L3)	459	511	−34	−37	12.19	22.16	−0.12	−0.27
SCO4707	RplV (50S ribosomal protein L22)	290	388	−198	−196	15.80	25.17	−0.04	−0.30
SCO4713	RplX (50S ribosomal protein L24)	372	406	−7	−5	58.66	44.69	−0.08	−0.30
SCO4714	RplE (50S ribosomal protein L5)	—^*f*^	—	−330	−328	—	—	−0.09	−0.34
SCO4717	RplF (50S ribosomal protein L6)	372	418	−324	−326	25.78	23.66	−0.17	−0.25
SCO4718	RplR (50S ribosomal protein L18)	252	641	+46	+45	10.27	19.35	−0.17	−0.24
SCO4721	RplO (50S ribosomal protein L15)	380	432	+22	+21	34.82	29.13	−0.23	−0.18
SCO4726	RpmJ (50S ribosomal protein L36)	310	761	−3	+21	6.69	15.32	0.02	−0.07
SCO4727	RpsM (30S ribosomal protein S13)	—	—	−305	−282	—	—	0.05	−0.16
SCO5880^*b*^	RedY (RedY protein)	286	347	−168	−161	14.59	18.85	0.16	0.14
SCOt02	tRNA Val (anticodon CAC)	509	559	−136	−138	56.47	55.65	0.01	−0.01
SCOt17	tRNA Gly (anticodon UCC)	295	348	−325	−320	20.40	28.92	−0.08	−0.20
SCOt23^*b*^	tRNA Leu (anticodon UAG)	338	280	−78	−90	25.89	8.10	0.03	−0.15
SCOt49	tRNA Thr (anticodon GGU)	261	294	−170	−168	15.21	13.95	0.00	0.12
SCOt50	tRNA Met (anticodon CAU)	—	—	−289	−287	—	—	0.17	0.06

a Only the genes discussed in the main text are shown.

b Shown in Fig. 3.

c Relative to the start of the gene (+1).

d Log_2_ fold change of the transcriptomics data, comparing the average expression between the Δ*gbn* and wild-type strains.

e Binding region not detected by the software; local summit position and corresponding fold enrichment are shown instead.

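The log2 fold changes of the 21 genes of Table 1 other than *gbn* were computed again from the counts of the 12 RNA libraries. Of these libraries, 3 came from each strain at each time. At 24 h the log2 fold changes lay between −0.26 and 0.33, and at 45 h between −0.57 and 0.28. A gene was counted as changed where its fold change was at least 2 and its adjusted p at most 0.01 by edgeR's quasi-likelihood test. None of these 21 genes met both at either time, with edgeR or with DESeq2. At an unadjusted p under 0.05, 3 of the 21 passed at 24 h and 12 at 45 h. At an adjusted p of at most 0.01 without the fold change, 0 passed at 24 h and 4 at 45 h. These were *divIVA* (SCO2077, log2 fold change −0.57, edgeR's adjusted p = 1.79e-05), *murG* (SCO2084, −0.36, adjusted p = 0.00139), *murF* (SCO2088, −0.30, adjusted p = 0.0041) and *murD* (SCO2086, −0.24, adjusted p = 0.00797), all lower in the *gbn* mutant.

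The 9 ribosomal protein genes of the table had 532 to 2303 CPM (counts scaled to a common library size) in the wild type at 24 h and standard errors of at most 0.12 in log2 units. Their log2 fold changes ran from −0.26 to 0.06 at 24 h and from −0.38 to −0.12 at 45 h. The 26 genes from SCO4702 to SCO4727 had a median log2 fold change of −0.12 at 24 h, with 22 genes lower. At 45 h it was −0.30, with 25 genes lower. For such gene groups, limma's camera compared the group with all other genes. Its adjusted p here was 0.0153 at 24 h and 6.63e-04 at 45 h. With fry, which tests a group's own genes without comparing them with others, it was 0.376 at 24 h and 0.0223 at 45 h. Fry takes the correlation between genes from the residuals. The tRNA genes of the table had as little as 0.366 CPM in the wild type at 24 h and standard errors up to 1.09, so a change of 2-fold in the rarest of them was not detectable at this depth.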

f —, same as above, i.e., same shared binding region as the gene above.

10.1128/msystems.00061-22.1 TABLE S1 Gbn binding regions that overlap gene promoter regions. Download Table S1, XLSX file, 0.1 MB. Copyright © 2022 Du et al. 2022 Du et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Interestingly, many of the strongest enrichments of binding in promoter regions were found in the *dcw* cluster (15- to 20-fold), which encompasses many key genes for cell division and cell wall synthesis, including genes for the cell division scaffold FtsZ and for DivIVA, which is essential for polar growth (Fig. 3G). However, transcriptomics data show that the expression of the *dcw* gene cluster was not significantly altered by deletion of *gbn*. This may be explained by the fact that NAPs typically affect global gene expression through remodeling of DNA structure and not by direct activation or repression of transcription (22). 

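The 12 genes of the *dcw* cluster (SCO2077 to SCO2088) had a median log2 fold change of −0.08 at 24 h and −0.31 at 45 h between the *gbn* mutant and the wild type. None met both thresholds at either time, with edgeR or DESeq2, and at an unadjusted p under 0.05 the numbers were 2 at 24 h and 11 at 45 h. At 45 h all 12 genes were lower in the mutant, 10 of them with an adjusted p of at most 0.01 over all genes tested (edgeR's quasi-likelihood test) and 11 when adjusted over the list alone. Tested as a group with camera, the cluster passed an adjusted p of 0.05 at 45 h (adjusted p = 7.40e-05) and not at 24 h (adjusted p = 0.062). At 24 h that call depended on single libraries. The group passed without wild-type replicate 3 (median −0.12, adjusted p = 0.0313), without mutant replicate 2 (adjusted p = 0.0327) or without mutant replicate 3 (−0.13, adjusted p = 0.024). Over all alternatives the adjusted p at 24 h ran from 0.024 to 0.459.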

Interestingly, strong binding was also observed in ribosomal protein operons (Fig. 3H). In *Streptomyces*, development and the regulation of secondary metabolism are associated with changes in the expression of ribosomal proteins (48, 49). This phenomenon may be related with the resistance mechanism of many antibiotics (50, 51).

### Deletion of *gbn* accelerates sporulation of S. coelicolor.

To obtain insights into the possible role of Gbn in the life cycle of S. coelicolor, a knockout mutant was generated using a strategy published previously (52). For this, the region of the gene from positions +1 to +207 was replaced with the apramycin resistance cassette *aac*(*C*)*IV*, which was flanked by *loxP* sites. The *loxP* sites allowed removal of the cassette using Cre recombinase, important to minimize polar effects. To genetically complement the mutant and see if the wild-type phenotype would be restored, the region from positions −565 to +228 of *gbn* was amplified from the S. coelicolor chromosome and cloned into pHJL401, a shuttle vector that is useful for genetic complementation due to its low copy number in streptomycetes (53). To also analyze the effect of enhanced expression of *gbn*, a second strain was constructed using CRISPR-Cas9 wherein the native promoter of *gbn* (−157 to +4; start codon modified to ATG) was replaced with the strong constitutive *ermE* promoter (54). For details, see Materials and Methods.

The morphology of the *gbn* null mutant did not show significant changes compared to that of the wild type, except for reduced production of the blue-pigmented antibiotic actinorhodin (Fig. S1). However, the mutant showed slightly accelerated development in comparison to the parental strain. To investigate this altered timing of development in more detail, time-lapse imaging was performed on confluent mycelial lawns. By analyzing the time-lapse images from the scanner, multiple visible morphological characteristics, for example, color and shape, can be monitored. Using this method, the exact timing of developmental stage switching, which usually takes just a few hours to complete, can be measured with an accuracy of half an hour. In this experiment, we monitored the color of mycelium lawn. When aerial hyphae are formed, the brightness increases due to the increased density of colorless hyphae. The brightness decreases when gray-pigmented spores are produced (see Materials and Methods for details). Deletion of *gbn* led to a 2- to 5-h acceleration of development compared to the parental strain (Fig. 5A shows one of the replicates). At 54 h after inoculation, the light intensity of the *gbn* mutant again increased (Fig. 5A), which may be due to premature germination and renewed growth. The acceleration of development was partially reversed when a wild-type copy of *gbn* was reintroduced into the null mutant, a genetic-complementation experiment that confirmed that the accelerated development was indeed primarily due to the deletion of *gbn*. Conversely, the enhanced and constitutive expression of *gbn* delayed sporulation by approximately 17 h (Fig. 5A). This strongly suggests that the expression of *gbn* correlates to the timing of sporulation.

**FIG 5:**
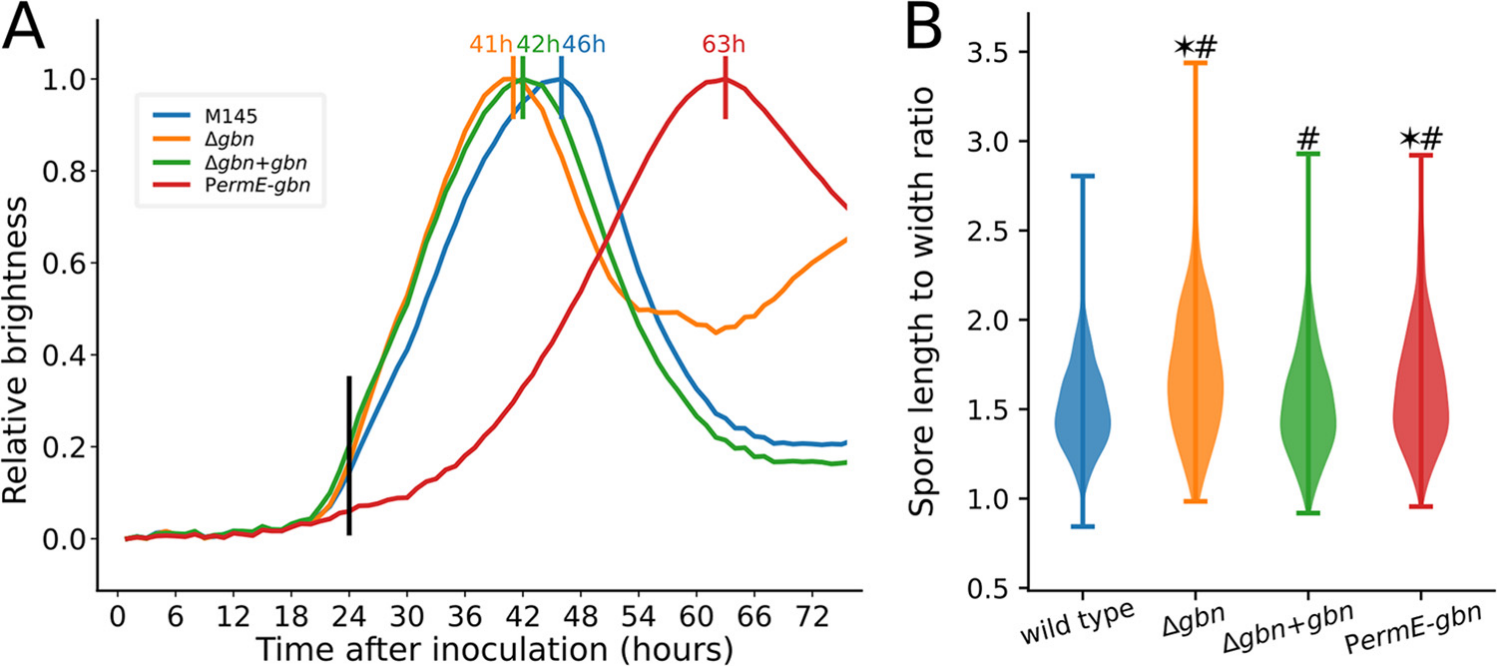
Growth and spore shape analysis of *gbn* mutants. (A) Scanner measurements of confluent plate brightness of S. coelicolor M145 and mutants (Δ*gbn*, Δ*gbn*+*gbn*, and P*ermE*-*gbn*) grown as confluent lawns. The *x* axis represents the time after inoculation and the *y* axis the normalized brightness measured from time-lapse scan pictures. Mutants are presented in different colors; the timing of curve peaks is marked at the top. Black vertical line illustrates the 24-h time point. (B) Violin plot showing the distributions of the spore length to width ratio as derived from SEM images. Example SEM images are shown in Fig. S2. Each strain was grown on MM agar for 5 days before imaging. Star, significantly (*P* < 0.01) different length-to-width ratio compared to S. coelicolor M145 (Mann-Whitney U test); pound sign, significantly (*P* < 0.01) different variance compared to S. coelicolor M145 (Levene’s test).

10.1128/msystems.00061-22.7 FIG S2 Scanning electron micrographs (SEM) of *gbn* mutants. Each strain was grown on MM agar for 5 days before imaging. Bar = 1 μm. Note there are no fundamental phenotypic differences between these strains. The images served to measure the length and width of each spore. Download FIG S2, TIF file, 1.9 MB. Copyright © 2022 Du et al. 2022 Du et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Closer examination of the spores by scanning electron microscopy (SEM) revealed an increased length-to-width ratio of the spores in both the deletion mutant and the strain with enhanced expression of *gbn* (Mann-Whitney U test, *P* value < 0.01 [Table 2, Fig. 5B, and Fig. S2]). The complemented strain produced spores with a normal ratio. The statistical variation in the spore length-to-width ratio showed a larger variance in the engineered strains than in the parental strain (Levene’s test, *P* value < 0.01), with the *gbn* deletion mutant showing the largest variance. Complementation of the mutant reduced the variance to a level close to that of the wild type. Thus, deletion of *gbn* altered both the timing of sporulation and the morphology of the spores.

**TABLE 2:** Spore length-to-width ratio of all strains comparing with parent strain M145

Strain name or description	*n*	Median	Mann-Whitney U test of difference		Variance	Levene’s test of equal variance	
			*U*	*P* value		*W*	*P* value
M145	560	1.49			0.069		
Δ*gbn*	332	1.69	1.2 × 10^5^	9.3 × 10^−16^	0.145	49.51	3.93 × 10^−12^
Δ*gbn*+*gbn*	556	1.50	1.6 × 10^5^	0.40	0.099	13.49	2.52 × 10^−4^
PermE-*gbn*	441	1.60	1.5 × 10^5^	1.4 × 10^−7^	0.125	34.89	4.78 × 10^−9^

### Correlation between Gbn binding and gene expression.

To obtain insights into the effect of Gbn on global gene expression, we performed transcriptomics analysis, comparing transcriptional changes between the *gbn* mutant with its parent during vegetative and aerial growth. For this, strains were grown on minimum agar medium covered with cellophane and RNA samples were prepared in triplicate after 24 h (vegetative growth) and 45 h (aerial growth). 

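The RNA-seq data comprised 12 libraries in 4 groups of 3, the wild type and the *gbn* mutant each at 24 h and 45 h. According to the methods, spores of M145 and of the knockout strain were plated on cellophane, RNA was isolated by the Kirby procedure, rRNA was depleted, and the libraries were sequenced on a NovaSeq instrument. The authors trimmed the reads with fastp, aligned them with bowtie2 and counted fragments per gene with featureCounts, and they deposited these counts without normalization. The counting ignored the strand, so antisense transcription and overlapping genes cannot be separated from a gene's own RNA. Counts of genes with near-identical copies, such as the rRNA genes and genes in the terminal repeats, are uncertain because reads could be split between copies.

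The counted fragments per library ranged from 7756514 to 9433180 (median 8141403) in the wild type and from 6120347 to 6528617 (median 6520496) in the mutant at 24 h. At 45 h they ranged from 7006213 to 9462476 (median 8197256) in the wild type and from 6323088 to 9297096 (median 8962161) in the mutant. Of 8239 genes listed, 7854 lie on the chromosome, and the 385 plasmid genes had no count in any library. Despite depletion, rRNA genes took between 0.0515% and 11.5% of the counts. At 24 h this share varied within groups more than between them. It ran from 1.98% to 10.4% in the wild type and from 0.0515% to 11.5% in the mutant. At 45 h it ran from 0.453% to 1.44% in the wild type and from 0.137% to 8.67% in the mutant. The 10 most abundant genes took between 9.15% and 12.8% of a library's counts. Within each group, log2 CPM of replicates correlated across genes with r between 0.980 and 0.991, where genes are not independent replicates.

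From the counts onward, libraries were scaled by TMM factors, and 7641 genes had enough counts to be tested with edgeR's quasi-likelihood test in 1 model over all 12 libraries. A gene was counted as changed at a fold change of at least 2 and a Benjamini-Hochberg adjusted p of at most 0.01, the paper's thresholds. These choices, most of the alternatives to them and the gene groups were set before the data were examined. Log2 fold changes are always the mutant relative to the wild type unless 2 times are named. The median biological coefficient of variation was 9.85%. DESeq2 with apeglm shrinkage, the paper's method, was run as an alternative. The scripts were tested on simulated counts with known changes in 200 genes, all beyond a fold change of 2. Of these, 191 were recovered at 24 h and 190 at 45 h, with no false call. With 3 libraries against 3, an exact permutation test cannot give a two-sided p below 0.1, so single genes rest on the model's shared estimate of the spread. This model has no replicate term.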

A table with all read counts for each gene can be found at GEO accession GSE186136; a differential expression analysis table can be found in Table S2.

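Counts of *gbn* itself separate the strains and serve as a check of the labels. The gene is 222 nt long, from 1967236 to 1967457 on the minus strand, and the deletion of positions +1 to +207 leaves 15 nt of it. At 24 h the wild-type libraries held 1113, 1425 and 1137 *gbn* counts, and the mutant libraries 64, 67 and 38. At 45 h the wild type held 2593, 2700 and 3152, and the mutant 287, 546 and 527. In CPM this was 151 ± 2.64 (SD, n = 3) against 8.93 ± 2.25 at 24 h, and 345 ± 20.9 against 51.1 ± 9.45 at 45 h. The log2 fold changes were −4.07 (standard error 0.16, adjusted p = 1.37e-08) and −2.75 (standard error 0.13, adjusted p = 1.16e-08; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The mutant's CPM was thus 5.91% of the wild type's at 24 h and 14.8% at 45 h. With 15 of 222 nt left in the mutant, this share does not compare transcription of the locus between the strains. With each library left out in turn, the log2 fold change stayed between −4.24 and −3.91 at 24 h and between −2.88 and −2.62 at 45 h.

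The genes on both sides of *gbn* also differed between the strains. SCO1838, an enoyl-CoA hydratase gene next to *gbn* on the same strand, fell from 327 to 44.6 CPM at 24 h and from 610 to 203 CPM at 45 h. Its log2 fold changes were −2.87 and −1.59. SCO1840, an ABC transporter gene on the other side, was at 146 CPM in the wild type and 174 CPM in the mutant at 24 h, and at 130 and 690 CPM at 45 h, a log2 fold change of 2.4 at the later time (edgeR's adjusted p = 2.81e-10).

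**Figure D1:**
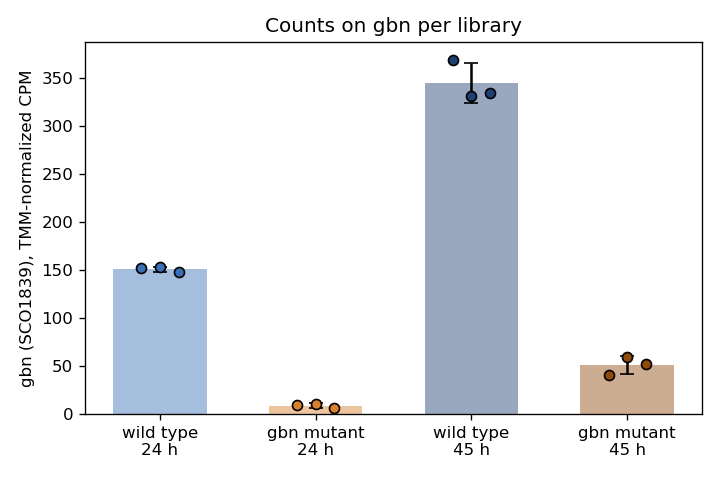
Scaled counts (CPM) of *gbn* in the wild type and the *gbn* mutant at 24 h and 45 h. Bars give the mean of 3 libraries, error bars 1 SD and points the single libraries. At each time every mutant library lies below every wild-type library.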

10.1128/msystems.00061-22.2 TABLE S2 Transcriptomics differential expression analysis result. Download Table S2, XLSX file, 2.6 MB. Copyright © 2022 Du et al. 2022 Du et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Surprisingly, of all genes that have strong Gbn binding in the promoter, only 9.5% changed significantly (fold change ≥ 2 and adjusted *P* value ≤ 0.01) by *gbn* mutation at at least one time point tested. This number is only slightly higher than the overall significant rate (6.9%). This is partially shown in Table 1. 

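Of the genes listed in Table S1 other than *gbn*, 341 had a fold enrichment above 10 at 25 h or 48 h, and 323 of these had enough counts to be tested. Of these 323, 35 changed at 24 h or 45 h, or 10.8%, compared with 8.02% (587 of 7317) of all other genes tested. The odds ratio was 1.39 (95% confidence interval 0.942 to 2.01; two-sided Fisher's exact test, p = 0.0766). Of the strongly bound genes, 10 changed at 24 h and 32 at 45 h, where 24 were higher and 8 lower in the mutant.

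The comparison depended on the processing. Over 26 alternatives, the p of the two-sided Fisher's exact test ran from 0.00157 to 0.777. It stayed above 0.05 in 6 of them and fell below it in the others. With DESeq2 and apeglm the share was 9.58% (Fisher's exact test, p = 0.0801). Without the fold change threshold it moved furthest, to 36.8% (Fisher's exact test, p = 0.00759), where 27.9% of all genes listed changed. For the 236 tested genes enriched above 10 at both times it was 12.7% (odds ratio 1.68, Fisher's exact test, p = 0.0148). Genes are not independent, since neighbours in 1 transcript change together.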

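Over the whole annotation, 623 genes including *gbn* changed at 24 h, at 45 h or at both. Leaving out *gbn*, this is 7.55% of the 8239 genes listed, or 7.92% of the genes on the chromosome, a denominator chosen after the plasmid genes were seen to lack counts. Of the 623, 74 changed at 24 h only, 517 at 45 h only and 32 at both times, always in the same direction. With DESeq2 the share of all genes listed was 6.75%. With an adjusted p of at most 0.01 (edgeR's quasi-likelihood test) at any fold change, it was 27.9%.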

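When all genes with Gbn binding in the promoter were taken together, without a minimum enrichment, 62 of the 737 tested changed at either time, or 8.41%, against 8.11% of the other genes (odds ratio 1.04, two-sided Fisher's exact test, p = 0.777). Their directions differed from this overall share at 24 h. Of the 46 genes higher in the *gbn* mutant at 24 h, 15 had Gbn binding in the promoter, or 32.6%, whereas 9.65% of all genes tested did (odds ratio 4.6, 95% confidence interval 2.30 to 8.84, two-sided Fisher's exact test, p = 1.49e-05). Of the 59 genes other than *gbn* that were lower at 24 h, 7 were bound, or 11.9% (Fisher's exact test, p = 0.507). Of the 28 genes higher at both times, 12 were bound.

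At 45 h the bound share was 11.0% among the 381 higher genes (Fisher's exact test, p = 0.373) and 6.59% among the 167 lower genes (p = 0.231). The comparison by direction was made after the data had been examined. For the genes higher at 24 h it held in every alternative, with a bound share between 28.6% and 36.6% when single libraries were left out and 31.8% with DESeq2. Over all alternatives the p of Fisher's exact test ran from 1.22e-07 to 0.0123.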

The result indicates that Gbn does not directly affect the level of transcription of target genes. As an example, Gbn binds to the promoter region of *atrA* (Fig. 3E), a global regulatory gene which, among others, transactivates the transcription of *actII*-ORF4, the cluster-situated activator of the actinorhodin biosynthetic gene cluster (55). Binding may be reciprocal, as an AtrA binding site was identified in the *gbn* promoter region using the PREDetector algorithm (56), with a high confidence score of 13.3, similar to that for the AtrA binding element upstream of *actII*-ORF4. However, *atrA* transcription did not change in the *gbn* null mutant. 

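The level of *atrA* (SCO4118) at 24 h was 115 ± 7.36 CPM (SD, n = 3 libraries) in the wild type and 108 ± 6.32 CPM in the mutant, a log2 fold change of −0.10 (standard error 0.09, adjusted p = 0.60, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 45 h it was 100 ± 9.90 CPM in the wild type and 87.5 ± 9.19 CPM in the mutant, a log2 fold change of −0.20 (edgeR's adjusted p = 0.116). Neither difference exceeds what the spread between replicates allows.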

In total, 13 binding regions were detected in the *red* cluster at both time points, with a very strong binding site upstream of *redY* (Fig. 3H). Again, transcription was not altered significantly between the wild type and *gbn* mutant.

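The *red* cluster was taken as the 22 genes from SCO5877 to SCO5898. Its median log2 fold change was 0.15 at 24 h, with 16 genes higher in the mutant, and 0.53 at 45 h, with 19 higher. A single gene met both thresholds, SCO5891 at 45 h (log2 fold change 1.05, edgeR's adjusted p = 9.48e-04), and none did with DESeq2. At an unadjusted p under 0.05, 1 gene passed at 24 h and 15 at 45 h. At an adjusted p of at most 0.01 without the fold change, 4 genes passed at 45 h, both over all genes and adjusted over the list alone. The gene *redY* (SCO5880) had a log2 fold change of 0.32 at 24 h (edgeR's adjusted p = 0.241) and 0.17 at 45 h (adjusted p = 0.476).

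As a group, the cluster passed an adjusted p of 0.05 with camera at 45 h (adjusted p = 9.15e-04) and not at 24 h (adjusted p = 0.0703). The call at 24 h depended on single libraries. The group passed without wild-type replicate 1 (median 0.17, adjusted p = 0.0471) or replicate 2 (0.24, adjusted p = 0.0115), and without mutant replicate 2 (adjusted p = 0.0197) or replicate 3 (0.21, adjusted p = 0.0240). Over all alternatives the adjusted p at 24 h ran from 0.0115 to 0.49.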

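TPM values, which also allow for gene length, were computed per library for the 753 genes of Table S1 that the count data list, without *gbn*, and for the 7100 other genes on the chromosome. Genes bound at a single time, which Table S1 leaves out, are among the 7100. The median TPM of the bound genes was 31.7 ± 0.673 (SD, n = 3 libraries) in the wild type at 24 h and 34.2 ± 0.898 at 45 h. In the *gbn* mutant it was 33.1 ± 0.902 at 24 h and 39.0 ± 1.13 at 45 h. The median TPM of the other genes was 22.4 and 28.8 in the wild type and 22.6 and 29.9 in the mutant, at 24 h and 45 h.

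Bound genes therefore had a median 1.42 ± 0.0159 times that of other genes in the wild type at 24 h, and 1.19 ± 0.0230 times at 45 h. In the mutant these ratios were 1.47 ± 0.0185 and 1.30 ± 0.0263. Each difference in ratio between times or strains separated the 3 libraries of 1 group from the 3 of the other (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Means in place of medians moved the ratios most, to 2.43 in the wild type at 24 h and 2.69 at 45 h, with the order of the 2 times exchanged. Mean TPM of the bound genes was 272 and 294 in the wild type and 282 and 289 in the mutant.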

Interestingly, the average level of gene expression during vegetative growth was significantly higher than during aerial growth for genes with Gbn binding in promoter regions, which was even more pronounced in a *gbn* mutant background (Table 3). Such an effect was not seen for genes where Gbn bound only to the coding regions (+50 to end of gene). Thus, binding of Gbn to the promoter regions of genes has a subtle but significant suppressive effect on overall gene expression, which cannot be explained by direct effect on the expression of specific genes. 

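The log2 fold changes of 737 bound genes were compared with those of 6903 other genes. The bound genes were those in Table S1, bound at both 25 h and 48 h, so the others include genes bound at a single time. Of the 21 genes of Table 1 other than *gbn*, 17 are among the bound genes. At 24 h the median was 0.02 for bound and −0.01 for other genes, a difference of 0.03, and 53.9% of bound genes and 48.7% of the others lay above 0. At 45 h the medians were −0.06 and −0.07, a difference of 0.01. Each of the 3 mutant libraries at 24 h, set against the wild type's mean, showed a positive shift of the bound genes (0.0194, 0.0501 and 0.0530). At 45 h the shifts were 0.0148, 0.000599 and 0.0271.

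The result at 24 h depended on the test. With camera, which allows for correlation between genes, the adjusted p was 0.128 at 24 h and 0.544 at 45 h. Fry asks whether the bound genes themselves changed and does not compare them with other genes. Its adjusted p was 6.11e-05 at 24 h and 0.36 at 45 h. The Mann-Whitney U test across genes, the paper's test, gave p = 3.12e-04 at 24 h and 0.0859 at 45 h, with genes taken as independent. Against random lists of other genes matched on mean expression, the difference was 0.0338 (permutation test, p = 2.00e-04, the smallest that 10000 lists can give) at 24 h and 0.0347 (p = 0.0188) at 45 h. The paper compares the expression levels of bound genes between growth stages and strains, and reports no such effect for genes bound only in the coding region. From this it concludes that promoter binding of Gbn slightly lowers gene expression in general. It adds that direct effects on specific genes do not account for this.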

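The core of the chromosome was taken from the paper's map (Fig. 2) as 1.9 to 6.3 Mb, which leaves 22.4% of the genes tested on the left arm, 51.7% in the core and 25.9% on the right arm. Of the 381 genes higher in the *gbn* mutant at 45 h, 142 lay on the right arm, or 37.3% (odds ratio 1.75, two-sided Fisher's exact test, p = 5.47e-07), 181 in the core and 58 on the left arm. On the left arm they were fewer than the share of genes there (15.2%, odds ratio 0.610, Fisher's exact test, p = 4.03e-04). Genes lower at 45 h showed the opposite, with 56 of 167 on the left arm (33.5%, Fisher's exact test, p = 9.36e-04) and 27 on the right arm (16.2%, p = 0.0031). At 24 h, 30 of the 46 higher genes lay on the right arm (odds ratio 5.43, Fisher's exact test, p = 2.22e-08).

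The right-arm genes higher at 45 h were concentrated in 1 Mb. Between 7 and 8 Mb, 94 of 793 genes were higher, or 11.9%, compared with 3.49% to 6.06% in the other bins. When the genes of that bin were left out, a test chosen after the calls were seen along the chromosome, the right arm's share was 16.7%. This arm then held 17.3% of the genes tested (Fisher's exact test, p = 0.873). The left arm's share was 20.2%, where it held 25.0% (Fisher's exact test, p = 0.0599). The bin was picked for its many higher genes and lies on the right arm. Leaving it out therefore lowers that arm's share and raises the left arm's by construction. These values show where the excess lies and cannot decide whether an arm differs. The 381 genes formed 216 runs of neighbours. With each run counted once, also chosen after the data were seen, the right arm held 35.6% of the higher genes (Fisher's exact test, p = 8.59e-04) and the left arm 17.1% (p = 0.0572).

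**Figure D2:**
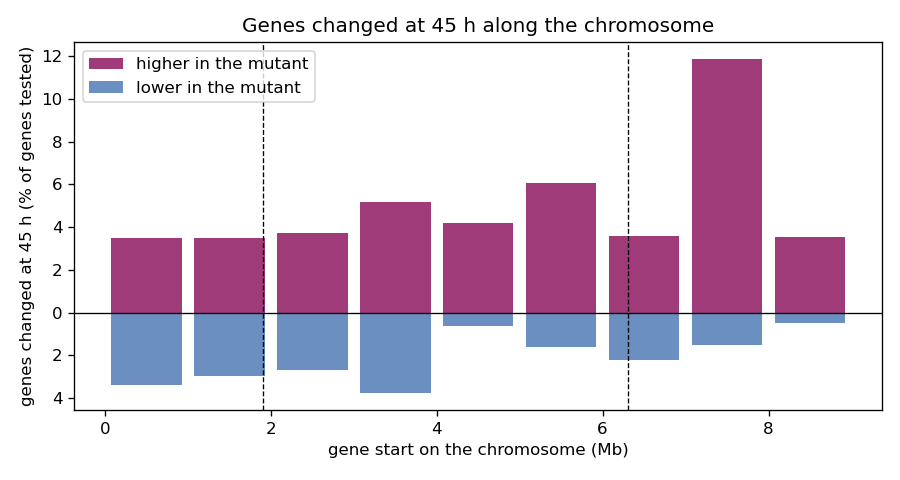
Share of genes changed in the *gbn* mutant at 45 h along the chromosome. The x axis gives the gene's start in Mb and the y axis the percent of genes tested per 1 Mb that were higher (purple) or lower (blue) than in the wild type. Dashed lines mark the core at 1.9 and 6.3 Mb. The bin from 7 to 8 Mb reaches 11.9% higher genes.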

Interestingly, during aerial growth, genes upregulated in the *gbn* mutant are mostly located on the right arm of the chromosome, yet no significant trends were observed for genes on the left arm (Fig. 6E and F). It is yet unclear what causes this bias and what the relevance is for the control of development.

**FIG 6:**
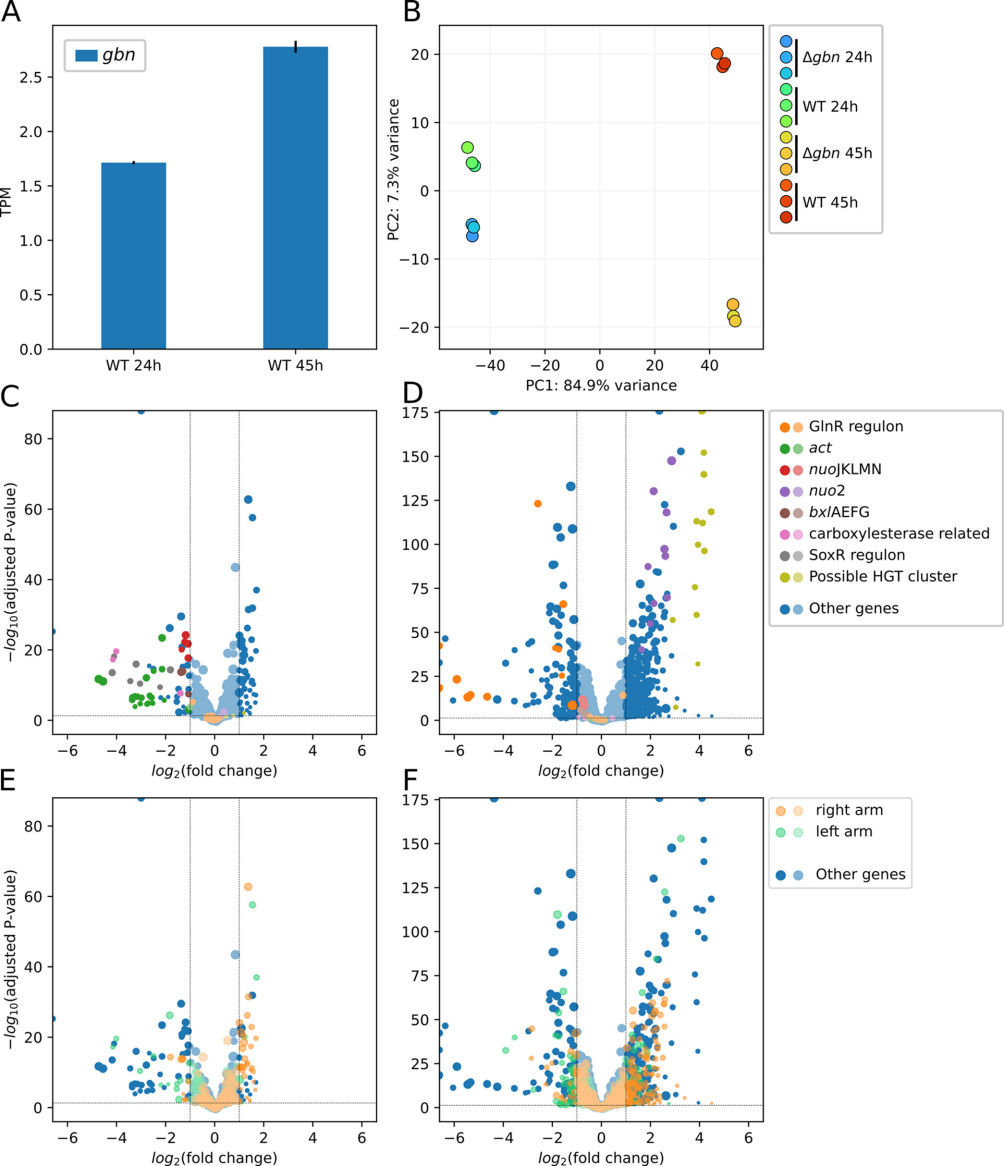
Transcriptomics data of Δ*gbn* and wild-type strains at the vegetative (24 h) and aerial (45 h) growth stages. (A) Expression of *gbn* gene in wild-type strain. Error bars indicate the standard errors of triplicates. (B) Principal-component analysis of transcriptomics samples with *gbn* excluded from analysis. (C to F) Volcano plots showing changes in gene expression due to deletion of *gbn* (Δ*gbn* versus wild type) at vegetative (C and E) and aerial (D and F) growth stages. Genes of interest are highlighted in colors other than blue. Panels C and E show the same data, with differences in highlighting. This is also the case for panels D and F. Panels C and D share the same color scheme, which is shown in the key to the right. This is also the case for panels E and F. Lighter colors indicate that the change is not significant (fold change ≤ 2; *P* value ≥ 0.05); the size of each dot represents the average expression of related conditions after variance-stabilizing transformation. Except for panel A, all plot data were calculated using DESeq2 with shrinkage function (87, 88).

**TABLE 3:** Expression differences between genes where Gbn bound in the promoter region

Parameter	Organism and/or time	Bias due to Gbn promoter binding^*a*^			Mann-Whitney U test	
		*n*	Mean	Median	*U*	*P* value
Gene expression (TPM)	WT, 24 h	983/6,852	195.2/110.1	30.0/22.9	3.6 × 10^6^/3.1 × 10^6^	2.8 × 10^−5^
	WT, 45 h	954/6,881	202.5/107.9	33.6/29.3	3.5 × 10^6^/3.1 × 10^6^	2.3 × 10^−3^
	Δ*gbn* mutant, 24 h	983/6,852	200.1/109.1	32.3/22.8	3.6 × 10^6^/3.1 × 10^6^	1.5 × 10^−6^
	Δ*gbn* mutant, 45 h	954/6,881	189.4/109.9	37.9/30.6	3.5 × 10^6^/3.0 × 10^6^	1.6 × 10^−4^
Log_2_ fold change (Δ*gbn*/WT)	24 h	1,185/6,665	0.019/−0.012	0.006/0.004	4.3 × 10^6^/3.6 × 10^6^	3.3 × 10^−6^
	45 h	1,185/6,665	0.047/0.011	−0.014/−0.040	4.1 × 10^6^/3.7 × 10^6^	9.7 × 10^−4^

a Expression ratio between genes where Gbn binds in the promoter region and those where Gbn did either not bind at all or not in the promoter region.

Transcriptomics data showed a strong increase in the transcription of *gbn* itself at 45 h compared to 24 h (Fig. 6A). This increased expression of *gbn* during development was also seen in transcriptome data published by others; all public data sets showed an increase in *gbn* expression over time and in a medium-independent manner (14, 48, 57, 58). 

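In the wild type, *gbn* rose from 511 ± 10.1 TPM (SD, n = 3 libraries) at 24 h to 1114 ± 63.2 TPM at 45 h, a ratio of 2.18. Between these times its log2 fold change was 1.19 (adjusted p = 1.68e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over all alternatives it stayed between 1.12 and 1.25. The rise was larger than the spread between replicates, and all 3 libraries at 45 h exceeded all 3 at 24 h (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Across the genome, 2217 genes changed between the times in the wild type, 1545 of them upward. In the mutant, counts left at the deleted locus corresponded to 30.6 ± 8.38 TPM at 24 h and 178 ± 29.5 TPM at 45 h. These values divide by the full gene length, although 15 nt remain, so they are not comparable with the wild type's.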

Interestingly, repeated ChIP-Seq experiments on samples 24 h old or younger failed to pull down any DNA, while after 25 h, some DNA was immunoprecipitated. This correlates with the observation that Gbn expression is initiated after around 24 h after start of growth.

### Gbn stimulates secondary metabolic pathways.

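Distances between the libraries were computed on log2 CPM of 7640 genes without *gbn*. The first principal component held 85.1% of the variance and the next one 6.46%. The distance between the mean profiles of the *gbn* mutant and the wild type was 35.7 at 24 h and 55.7 at 45 h, in log2 units summed over genes as a Euclidean distance. The mean distance of a library to the mean of its own group was 22.9 at 24 h and 16.8 at 45 h. At each time the grouping by strain gave the largest distance of the 10 ways to divide 6 libraries 3 against 3. The next largest was 28.4 at 24 h and 26.2 at 45 h. The ratio of the distances, 45 h to 24 h, was 1.56 ± 0.186 (SD over pairs of libraries) and stayed between 1.38 and 1.61 in all alternatives.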

Principal-component analysis (PCA) of transcriptomics data showed an increased distance for aerial-growth-stage samples (Fig. 6B). This suggests that deletion of *gbn* leads to more fundamental transcriptomic changes at a later growth stage. 

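Whether the effect of the deletion differed between the times was tested with the interaction of strain and time. By this contrast 302 genes differed (fold change of at least 2, adjusted p of at most 0.01, edgeR's quasi-likelihood test), 187 with a higher and 115 with a lower log2 fold change at 45 h than at 24 h. With DESeq2 this number was 317. An adjusted p of at most 0.01 at any fold change moved it most, to 807.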

In the *gbn* null mutant, many secondary metabolomic genes were downregulated, especially during the vegetative growth phase (Table 4 and Fig. 6C), and most of these genes did not show Gbn binding. 

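Gbn binding among the genes lower in the mutant was counted with Table S1. In the *act* cluster, 2 of 22 genes had a binding region in the promoter, SCO5080 (*actVA5*) and SCO5082 (*actII-1*). Of the 49 genes in Table 4, 7 are bound. By the 12 libraries, 7 of these 49 were lower and 2 higher at 24 h, and 17 were lower and 26 higher at 45 h. Among the changed genes over the genome, the largest falls at 24 h were in SCO5083 (log2 fold change −4.91, from 2275 to 76.0 CPM), SCO5084 (−4.73), SCO4266 (−4.32), SCO0319 (−4.26) and SCO2478 (−4.19). None of these 5 has a binding region in Table S1.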

The downregulated genes include those of the *act* biosynthetic gene cluster (BGC) (SCO5071 to SCO5092) and of the SoxR regulon, which can be activated by γ-actinorhodin (59). This is consistent with the observed slower blue pigmentation of the mutant on soya flour medium (SFM) agar plates (Fig. S1). Additionally, genes for a carboxylesterase regulon (SCO0319 to SCO0321) and a xylobiose transporter regulon (*bxlEFGA*; SCO7028 to SCO7031) (60) were also downregulated.

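All 22 genes of the *act* cluster were lower in the *gbn* mutant at 24 h, with log2 fold changes from −4.91 to −1.09 and a median of −3.00. Over all genes tested, 21 met both thresholds, and 22 did when adjusted over the list alone (edgeR's quasi-likelihood test). Because the paper names this cluster from the same libraries, the latter count is not independent evidence. As a group the cluster had an adjusted p of 9.67e-22 with camera. The size of the fall varied with the libraries used, with a median between −3.64 and −2.27 when single libraries were left out. At 45 h the median was −0.08, camera's adjusted p 0.713, and no gene met the thresholds with edgeR or DESeq2, with 1 at an unadjusted p under 0.05. In the wild type the cluster was expressed less at the later time, and its 15 genes from SCO5078 to SCO5092 had a median log2 fold change between the times of −3.97.

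The gene annotated as SoxR (SCO1697) did not differ at 24 h (log2 fold change 0.08, edgeR's adjusted p = 0.668) and was higher in the mutant at 45 h by 0.55 (adjusted p = 3.73e-04). The paper's text names no members of the SoxR regulon, and no list of them was used here.

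Camera assumes a preset correlation between genes of 0.01. Under fry, the calls at a single time held for every gene group named in the paper's text except the ribosomal protein genes (SCO4702 to SCO4727) and SCO4615 to SCO4627, both at 24 h (adjusted p = 0.376 and 0.0819). With the correlation estimated from the libraries, no group passed an adjusted p of 0.05 at a single time, and the smallest was 0.0555. The *act* cluster at 24 h then had an adjusted p of 0.123, the largest over its alternatives, where the smallest was 7.12e-40.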

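SCO0319 and SCO0320 fell by 4.26 and 4.02 log2 units at 24 h (adjusted p = 4.14e-05 and 1.9e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SCO0321, the carboxylesterase gene, fell less (−1.44, edgeR's adjusted p = 0.00156). As a group these 3 genes had an adjusted p of 7.40e-05 with camera at 24 h. At 45 h SCO0319 and SCO0320 were at −1.11 and −1.40 and SCO0321 at 0.51, and no gene of the group met the thresholds with edgeR, with 2 at an unadjusted p under 0.05 and 1 called by DESeq2. The 4 genes of *bxlEFGA* had a median log2 fold change of −1.35 at 24 h (camera's adjusted p = 5.05e-08), and all 4 met both thresholds. At 45 h their median was −0.82, and all 4 had an adjusted p of at most 0.01 with a fold change under 2 (edgeR's quasi-likelihood test). These lists were chosen by the paper on the same libraries, so counts adjusted over the list alone (3 of 3 and 4 of 4 at 24 h) are not independent evidence.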

**TABLE 4:**
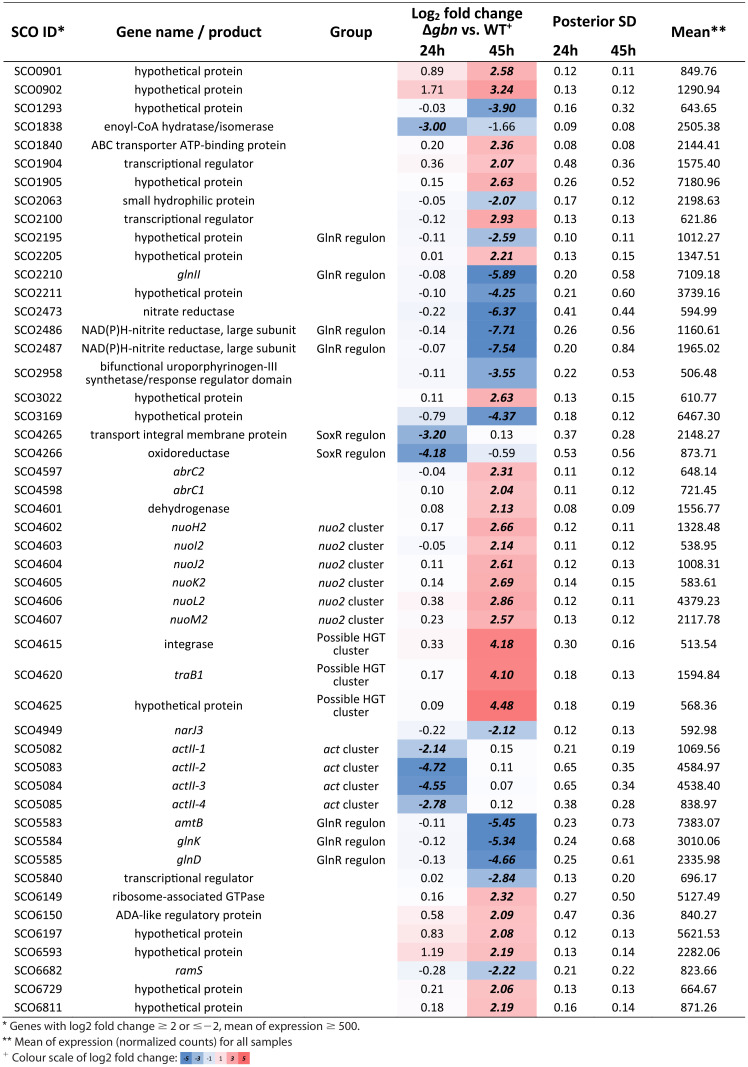
Genes with high expression that changes the most by deletion of *gbn*

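At 24 h, 106 genes including *gbn* met both thresholds, 46 higher and 60 lower in the mutant. At 45 h, 549 genes did, 381 higher and 168 lower. The thresholds moved these numbers most, since 300 genes at 24 h and 2170 at 45 h had an adjusted p of at most 0.01 at any fold change (edgeR's quasi-likelihood test). Without adjustment, 1758 genes at 24 h and 3754 at 45 h had a p under 0.05. When single libraries were left out, between 86 and 129 genes changed at 24 h and between 487 and 511 at 45 h. With DESeq2 the numbers were 107 and 483.

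Genes whose 3 mutant libraries all lay above or all below the 3 wild-type libraries made up 26.1% of those tested at 24 h and 54.7% at 45 h, where chance gives 10%. All 106 changed genes at 24 h and 547 of the 549 at 45 h were among them. Among the changed genes, the largest rises at 24 h were in SCO7229 (log2 fold change 1.80), SCO7507 (1.78), SCO3222 (1.78), SCO0902 (1.72) and SCO6916 (1.71).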

During aerial growth (45 h), many more genes in the *gbn* null mutant were affected (Table 4 and Fig. 6D), which correlates well with the increased PCA distance at this time point. An obvious category of downregulated genes belongs to the GlnR regulon (gene list obtained from reference 61), especially for SCO2195, *glnII* (SCO2210), *nirB* (SCO2486, SCO2487), *amtB* (SCO5583), and *glnKD* (SCO5584 and SCO5585) (Table 4). 

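All 7 named GlnR genes were lower in the *gbn* mutant at 45 h, with log2 fold changes from −7.81 to −2.61 and a median of −5.64 (camera's adjusted p = 2.20e-06). The largest fall was in SCO2486, from 598 ± 216 to 2.68 ± 0.435 CPM (SD, n = 3 libraries), a log2 fold change with a standard error of 0.39. The gene *glnII* (SCO2210) fell from 3027 to 46.0 CPM (log2 fold change −6.04, adjusted p = 5.81e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SCO5583 (−5.64), SCO5584 (−5.52) and SCO5585 (−4.83) followed. At 24 h all 7 were also lower, with a median of −1.46, but the spread between libraries was wide. No gene then met the thresholds with edgeR or DESeq2, 3 had an unadjusted p under 0.05, and camera's adjusted p was 0.0824. All 7 met both thresholds at 45 h, as they did when adjusted over the list alone, which is not independent evidence because the paper picked these genes on the same libraries. Other members of the regulon were not analysed here as a list.

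SCO2488, next to *nirB*, had the lowest log2 fold change over the genome at 45 h, −7.99 (edgeR's adjusted p = 3.19e-08), and SCO2473 and SCO2471, at positions 2660813 to 2665067 and so further away, were at −6.45 and −6.38.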

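The 13 genes from SCO4615 to SCO4627 all met both thresholds at 45 h, with log2 fold changes from 3.03 to 4.46 and a median of 3.98 (camera's adjusted p = 1.27e-18). They include the 5 largest rises over the genome among genes whose libraries separated, SCO4625 (4.46), SCO4615 (4.19), SCO4626 (4.18), SCO4618 (4.17) and SCO4617 (4.12). At 24 h none met the thresholds with edgeR, 1 did with DESeq2, and 4 had an unadjusted p under 0.05. Their median was then 0.50 with all 13 above 0, camera's adjusted p was 0.00368, and 2 passed when adjusted over the list alone (edgeR's quasi-likelihood test). The list comes from the paper's text and was chosen on the same libraries.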

Among the genes upregulated during aerial growth in the mutant, SCO4615 to SCO4627 were most strongly upregulated. These include phage-related genes, encoding, among others, an integrase (SCO4615), an excisionase (SCO4616), and the DNA transfer-related TraA1 (SCO4621), TraB1 (SCO4620), and SpdB2 (SCO4625) (62). 

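The integrase gene SCO4615 rose at 45 h with an adjusted p of 4.62e-09, SCO4620 (*traB1*) by 4.09 log2 units with an adjusted p of 3.61e-10, and SCO4621 (*traA1*) by 3.88 with an adjusted p of 2.42e-09 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The excisionase gene SCO4616 rose less (3.23, edgeR's adjusted p = 7.93e-06). SCO4625 (*spdB2*) went from 12.3 ± 4.68 CPM in the wild type to 276 ± 19.4 CPM in the mutant (SD, n = 3 libraries), and the standard error of its log2 fold change was 0.18.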

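Between SCO4596 and SCO4627 (5019699 to 5049466), 29 of the 33 genes tested were higher in the *gbn* mutant at 45 h and none was lower. The median log2 fold change of all 33 was 2.64 at 45 h and 0.22 at 24 h, when no gene of the segment met the thresholds with edgeR, 1 did with DESeq2, and 6 had an unadjusted p under 0.05. In the wild type the segment's median rose by 0.85 log2 units from 24 h to 45 h.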

In the vicinity of this gene cluster lie more genes that are significantly upregulated in the *gbn* mutant during aerial growth. These genes include an atypical two-component system that suppresses antibiotic production (SCO4596 to SCO4598) (63) and the second NADH dehydrogenase I gene cluster (*nuo2*; SCO4599 to SCO4608). 

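The 3 genes from SCO4596 to SCO4598 had log2 fold changes of 1.61, 2.32 and 2.04 at 45 h (camera's adjusted p = 3.55e-05). The 10 genes of the *nuo2* cluster had a median of 2.34, from 1.60 in SCO4599 to 2.86 in SCO4606, and all met both thresholds (camera's adjusted p = 1.40e-15). Adjusted over the list alone, the same 3 and 10 genes passed, which is not independent evidence since the paper chose these lists on the same libraries. At 24 h the medians were −0.06 and 0.13. The most abundant gene of the cluster, SCO4606, reached 1792 CPM in the mutant at 45 h.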

The *nuo*2 cluster lacks genes for NuoCDEFG and -L subunits, and its function is unclear. Conversely, *nuoJKLMN* (SCO4571 to SCO4575) from the canonical *nuo* gene cluster (64) were downregulated in the *gbn* mutant (Table 4 and Fig. 6D). 

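The 5 genes *nuoJKLMN* were lower in the mutant at both times. At 24 h their log2 fold changes lay between −1.38 and −1.10 with a median of −1.20, and all 5 met both thresholds (camera's adjusted p = 1.55e-11). At 45 h the median was −0.77. All 5 then had an adjusted p of at most 0.01 (edgeR's quasi-likelihood test, over all genes and adjusted over the list alone), and none a fold change of 2 with edgeR or DESeq2. Camera's adjusted p at 45 h was 6.47e-04. At 24 h the lower genes formed a run of 8 neighbours, from SCO4568 to SCO4575.

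**Figure D3:**
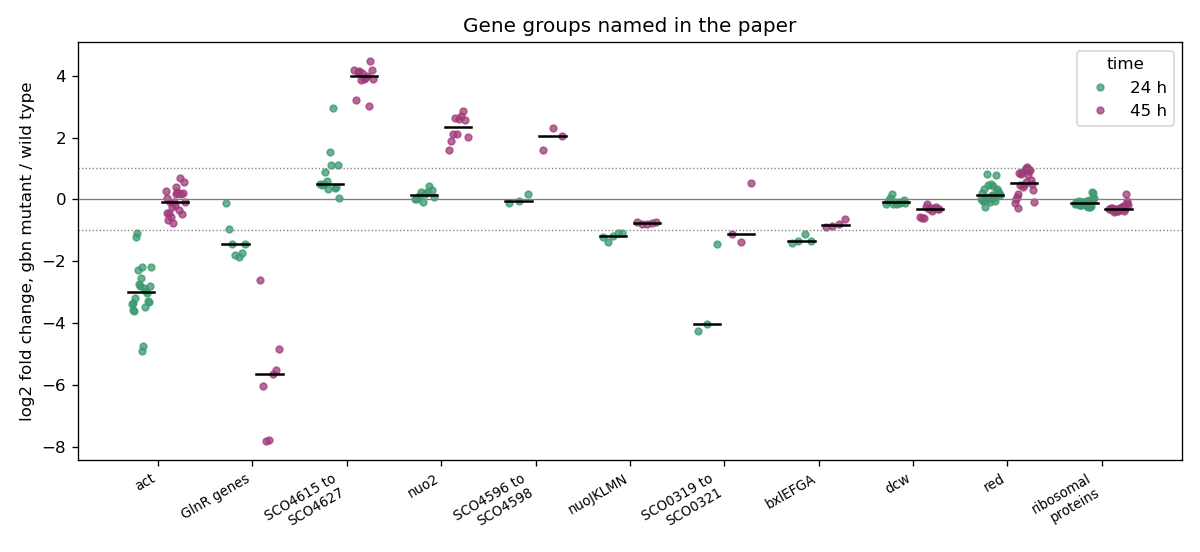
Log2 fold changes of the *gbn* mutant relative to the wild type (y axis) for the genes of 11 groups named in the paper's text (x axis), at 24 h (green) and 45 h (purple). Points are genes, black bars medians, and dotted lines mark a fold change of 2 in either direction. The *act* genes lie below the lower line at 24 h only, the GlnR genes below it at 45 h, and SCO4615 to SCO4627 above the upper line at 45 h.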

The gene products of the *nuo2* cluster may cooperate with the proteins derived from the canonical *nuo* operon. The altered balance in the expression of components of the NADH dehydrogenase complex derived from the *nuo* and *nuo2* operons may lead to a hybrid machinery. Whether this is indeed the case, and how this affects energy production during development, remains to be elucidated.

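Expression of developmental genes was read for the 9 whose names were found in Tables S1 and S2 by a fixed rule (*adpA*, *atrA*, *ssgB*, *bldD*, *bldKB*, *whiA*, *whiB*, *whiG* and *whiI*). The names *ssgA*, *ssgR*, *ftsZ*, *sigF* and *hupS*, also in the rule, were not found in Table S1 or in the part of Table S2 read. None of the 9 met both thresholds in the *gbn* mutant at either time with edgeR or DESeq2. Of the 9, 1 at 24 h and 4 at 45 h had an unadjusted p under 0.05. Their log2 fold changes lay between −0.14 and 0.45 at 24 h and between −0.95 and 0.11 at 45 h. At an adjusted p of at most 0.01 without the fold change (edgeR's quasi-likelihood test), *adpA* was higher at 24 h (0.45, adjusted p = 0.0069). Over 12 alternatives its adjusted p (edgeR or DESeq2) ran from 1.55e-04 to 0.0522, so *adpA* did not pass 0.01 in all of them. At 45 h *bldKB* (−0.95, adjusted p = 1.51e-06), *whiG* (−0.49, adjusted p = 3.04e-04), *whiB* (−0.43, adjusted p = 0.00339) and *whiA* (−0.32, adjusted p = 0.00828) were lower by edgeR's test. In the wild type, 3 of the 9 changed from 24 h to 45 h.

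Across all genes, the mutant's log2 fold change at each time was correlated with the wild type's change from 24 h to 45 h, where genes are not independent replicates. At 24 h Pearson's r was 0.112 and Spearman's rho 0.0405. Because the wild-type libraries enter both sides, counts with no strain effect were simulated 20 times, and they gave r from 0.0267 to 0.0932 and rho from 0.0427 to 0.0983. At 45 h r was −0.0474 and rho 0.0598, with simulated values from −0.0772 to −0.0434 and from −0.0942 to −0.0624. Pearson's r thus lay above the simulated range at 24 h and within it at 45 h, whereas rho lay below the range at 24 h and above it at 45 h.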

In conclusion, transcriptomics data confirmed the early sporulation and suppressed secondary metabolic processes in the *gbn* null mutant. It is tempting to propose that these two processes have a causal relationship that is directly related to Gbn. However, direct links need to be found to confirm this relationship and understand the regulation pathway that drives these changes related to deletion of *gbn*.

### Summary.

Gbn (SCO1839) is a conserved NAP among *Actinobacteria* species, and it is a highly pleiotropic DNA binding protein that plays a role in the (timing of) development and antibiotic production of S. coelicolor. Strains in which *gbn* had been deleted or overexpressed showed accelerated or delayed sporulation, respectively, suggesting that Gbn plays a role in the accurate timing of development. Both *in vivo* and *in vitro* experiments revealed that Gbn binds specifically to a GATC DNA motif and especially those followed by either AT or TT. In addition, we have shown that the methylation of adenine in the GATC sequence reduced the affinity of Gbn for its binding sites. Transcriptomics analysis showed that Gbn has a suppressive effect on the genes that bound by Gbn on their promoter regions. This suppressive effect, together with thousands of genome locations that Gbn binds to, may instead lead to stimulation of secondary metabolic pathways and postponed sporulation. These results show Gbn to be a representative member of a new NAP family that might play important roles in the development and antibiotic production in streptomycetes.

## MATERIALS AND METHODS

### Reagents.

All restriction enzymes were ordered from New England BioLabs (NEB; MA), including BamHI-HF (catalog no. R3136), XbaI (R0145), EcoRI-HF (R3101), HindIII-HF (R3104), BbsI (R0539), NcoI-HF (R3193), SnaBI (R0130), StuI (R0187), SacI (R0156), and NdeI (R0111). Phusion polymerase (M0532) and T4 DNA ligase (M0202) were also obtained from NEB. A plasmid miniprep kit (catalog no. 740727.250) was from BIOKE (Leiden, The Netherlands). DNA purification was achieved using a DNA Clean & Concentrator kit (catalog no. D4029) from Zymo Research (CA).

### Biological resources.

### (i) Strains and growth conditions.

All strains used in this study are listed in Table S3. Escherichia coli strain JM109 was used for routine cloning. E. coli ET12567 (65) was used for preparing nonmethylated DNA. ET12567 containing driver plasmid pUZ8002 (66) was used in conjugation experiments for introducing DNA to *Streptomyces*. E. coli strains were grown in Luria broth at 37°C supplemented with the appropriate antibiotics (ampicillin, apramycin, kanamycin, and/or chloramphenicol at 100, 50, 25, and 25 μg · mL^−1^, respectively) depending on the vector used. S. coelicolor A3(2) M145 was the parent strain for all mutants. *Streptomyces* strains were grown on soya flour medium (SFM) for conjugation, SFM agar medium or minimal media (MM) agar medium supplemented with 0.5% mannitol for phenotype characterization, R5 agar plates for protoplast regeneration, and MM agar medium supplemented with 0.5% mannitol covered with cellophane for ChIP-Seq and transcriptomics culture growth. Solid cultures were grown in a 30°C incubator unless described specifically. For liquid cultures, approximately 10^6^ spores were inoculated in 100-mL Erlenmeyer flasks equipped with steel springs containing 15 mL tryptone-soya broth-sucrose (TSBS) medium (67). The flasks were incubated at 30°C with constant shaking at 180 rpm. Antibiotics used for screening *Streptomyces* transformants were apramycin and thiostrepton (20 and 10 μg · mL^−1^, respectively).

10.1128/msystems.00061-22.3 TABLE S3 Bacterial strains. Download Table S3, DOCX file, 0.01 MB. Copyright © 2022 Du et al. 2022 Du et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### (ii) Constructs and cloning.

Primers used for PCR and short double-stranded DNA fragments are listed in Table S4. PCR was preformed using Phusion DNA polymerase and the standard protocol as described previously (68). All plasmids and constructs described in this study are summarized in Table S5. The constructs generated in this study were verified by Sanger sequencing performed in BaseClear (Leiden, The Netherlands).

10.1128/msystems.00061-22.4 TABLE S4 Oligonucleotides. Download Table S4, DOCX file, 0.05 MB. Copyright © 2022 Du et al. 2022 Du et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/msystems.00061-22.5 TABLE S5 Plasmids and constructs. Download Table S5, DOCX file, 0.03 MB. Copyright © 2022 Du et al. 2022 Du et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

The *gbn* knockout strategy was based on the unstable multicopy vector pWHM3 as described previously (69). Briefly, the up- and downstream regions of *gbn* were amplified from the genome and cloned into pWHM3. Between these two regions, an apramycin resistance cassette from pGWS728 (70) was inserted as a selection marker. The resulting vector, pGWS1255, is a knockout construct that can replace nucleotide positions +1 to +207 of *gbn* with the apramycin resistance cassette, where +1 refers to the translation start site. The apramycin resistance cassette was subsequently removed using Cre-expressing construct pUWL-Cre (71, 72), yielding the clean knockout strain GAD003. For complementation of the *gbn* deletion mutant, nucleotide positions −565 to +228 relative *gbn* translation start site, containing the entire coding region of *gbn* (with stop codon) and its promoting region, was cloned into low-copy-number plasmid pHJL401, yielding complementation construct pGWS1260. This construct was then transformed into GAD003, resulting in strain GAD014.

To perform the ChIP-Seq experiment, 3×FLAG was fused to the end of the original copy of *gbn* on the genome using the codon-optimized CRISPR-Cas9 system (73). The spacer sequence was located at the end of *gbn* and was inserted into the pCRISPomyces-2 plasmid as described previously (73). A template for homology-directed repair (HDR), which ensures the insertion of the 3×FLAG sequence, was cloned into pCRISPomyces-2, followed by spacer insertion, yielding *gbn*-3×FLAG knock-in construct pGWS1298. Mutagenesis was done according to reference 73. A successful 3×FLAG tag knock-in strain was identified by PCR and sequencing and was designated GAD043.

For overexpression of *gbn*, the *ermE* promoter was cloned to replace part of the original promoter region of *gbn* using the same CRISPR-Cas9 system. A spacer sequence were designed at the promoter region of *gbn*, and this was inserted into pCRISPomyces-2 (73). HDR template was designed to remove the region of *gbn* from positions −157 to +4 and replace it with P*ermE* sequence, yielding pGWS1295. P*ermE* was digested from pHM10a (74). Following the same procedure as described above, strain GAD039 was obtained; this strain expresses *gbn* from the *ermE* promoter.

To produce His_6_-Gbn for electrophoretic mobility shift assay (EMSA) experiments, *gbn* was cloned into protein expression construct pET28a and transformed into E. coli strain BL21 CodonPlus (DE3)-RIPL (Invitrogen, MA). To generate methylated and nonmethylated DNA for EMSA, part of the promoter region of *gbn* and a random region that is not bound by Gbn were cloned into pUC19 (75). This yielded vector pGWS1300, which contains a Gbn binding domain, and pGWS1451, which contains a stretch of DNA that is not bound by Gbn.

### Database mining and clustering.

The protein sequence of Gbn (SCO1839) from S. coelicolor was used as query in the HMMER web server (76) to obtain all Gbn-like proteins from the database, resulting in 727 hits. Sequences with an E value of <0.01 (684 sequences) were selected to generate a hidden Markov model (HMM) profile using HMMER suite v3.1b2 (77). This profile was used to search against a custom database containing 146,856 genomes with all available bacterial genomes (access date, 9 February 2019). Hits with E values of ≤5.5 × 10^−9^ (2,317 sequences) were aligned to the generated HMM profile using the hmmalign tool from the HMMER suite. Using the alignment, a network was built calculating the pairwise distance between all the detected Gbn proteins, and the threshold for clustering was settled at 0.8. Network visualizations were constructed using Cytoscape v3.7.1 (78).

### Time-lapse confluent plate morphology monitoring.

Approximately 10^7^ spores were plated on MM agar supplemented with mannitol. The plates were then placed upside down in Perfection V370 scanner (Epson, Nagano, Japan) located inside a 30°C incubator. A scanning picture was taken every hour, and images were processed using a custom python script to get the brightness value of the plate. Specifically, the pictures were first converted to grayscale. Seventy percent of the diameter of the plate from the center was selected as the region of interest (ROI). The average gray value of all the pixels within the ROI was used as the brightness of the mycelium lawn. The measured values from one plate were then normalized to a range of 0 to 1.

### SEM.

Mycelia were grown for 5 days on MM agar supplemented with mannitol. Sample preparation and imaging were done as described before (25, 79), using scanning electron microscopy (SEM) with a JSM-7600F instrument (JEOL, Tokyo, Japan). For each strain, 5 images at a magnification of ×7,500 were taken in randomly selected spore-rich areas. The length and width of spores in each picture were measured using ImageJ version 1.52p strictly according to a randomized file list, to minimize selection bias. Only spores which were approximately parallel to the focal plane were measured.

### DNA-protein cross-linking and chromatin immunoprecipitation.

A total of 10^8^ spores of strain GAD043 were plated on MM agar medium as specified above. After 25 h or 48 h of growth, cellophane disks were soaked upside down in phosphate-buffered saline (PBS) solution containing 1% formaldehyde for 20 min, allowing DNA-protein cross-linking. Ten plates were collected for 25-h samples; four plates were collected for 48-h samples. Then the disks were moved to PBS solution containing 0.5 M glycine for 5 min to stop the cross-linking reaction. The mycelium was then collected, washed in PBS, and resuspended in 0.5 mL lysis buffer (10 mM Tris-HCl [pH 8.0], 50 mM NaCl, 15 mg · mL^−1^ lysozyme, 1× protease inhibitor; Roche, Germany) and incubated at 37°C for 20 min. After incubation, 0.5 mL IP buffer (100 mM Tris-HCl [pH 8.0], 250 mM NaCl, 0.8% [vol/vol] Triton X-100) was added to the sample, and chromosomal DNA was sheared to 100 to 500 bp using the Bioruptor Plus water bath sonication system (Diagenode, Liège, Belgium). After centrifugation to remove cell debris, lysates were incubated with 40 μL anti-FLAG M2 affinity gel (catalog no. A2220; Sigma-Aldrich, St. Louis, MO) suspension according to the manufacturer’s instructions and incubated at 4°C overnight. After centrifugation and washing, the pellets and 50 μL of untreated total extracts (controls) were incubated in 100 μL IP elution buffer (50 mM Tris-HCl [pH 7.5], 10 mM EDTA, 1% [w/v] SDS) at 65°C overnight to reverse cross-links. Beads were then removed by centrifugation before DNA extraction with phenol-chloroform. The DNA sample was then extracted with chloroform, and the water layer was further purified using a DNA Clean & Concentrator kit (catalog no. D4029; Zymo Research, CA). The samples were then sent for next-generation sequencing using the BGI-Seq platform (BGI, Hong Kong, China).

### ChIP-Seq data analysis.

Raw reads were cleaned by the sequencing contractor by removing adapter and low-quality sequences, leading to so-called clean reads. These clean reads were aligned to the S. coelicolor M145 genome with GenBank accession number AL645882.2 using bowtie2 v2.34 (80). Resulting SAM files were sorted using SAMtools v1.9 (81), producing BAM files. MACS2 v2.1.2 (32) was then used for binding peak prediction and peak modeling by comparing the chromatin-immunoprecipitated DNA sample with the corresponding whole-genome sample. The models for both samples are shown in Fig. S3. The enrichment data used in Fig. 2 were calculated for each nucleotide using the MACS2 “bdgcmp” command with the “-m FE” switch. The peak summit positions, including subpeak positions, of each predicted binding region were then extracted, and the region of each summit ± 150 bp was extracted from the genome sequence using a python script dependent on Biopython module v1.70 (82). Extracted sequences were subjected to MEME-ChIP v5.02 (33), which is suitable for large sequence sets, for binding motif prediction.

10.1128/msystems.00061-22.8 FIG S3 MACS model of 25-h and 48-h ChIP-Seq data. (A and B) 25-h ChIP model; (C and D) 48-h ChIP model. (A and C) 5′ ends of strand-separated tags (reads) from a random sample of 1,000 model peaks, aligned by the center of their Watson (forward) and Crick (reverse) peaks; (B and D) combined correlation peak from both strands, showing the distance (lag) of enriched tags to the center of predicted binding region. Download FIG S3, TIF file, 0.4 MB. Copyright © 2022 Du et al. 2022 Du et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

For determining the overlap of low-GC regions and Gbn binding sites, the GC content was calculated within a 300-bp window per base pair. The narrow peaks (<400 bp) were filtered from the common peaks list (1,668 of the 2,402) and checked for whether they overlapped (≥80%) the regions that had a GC content of ≤70%. This resulted in 52.4% filtered peaks. To find genes possibly regulated by Gbn, the locations of promoter regions (−350 to +50) of all genes were extracted from the genome-containing annotations and checked for overlap within ±150 bp of the summit of Gbn binding peaks. This was done using a python script dependent on the module Biopython and pybedtools v0.8 (83) and external BEDTools v2.27 (84).

### Transcriptomics and data analysis.

Spores (10^8^ CFU of S. coelicolor M145 and *gbn* knockout strain GAD003) were plated onto MM agar plates overlaid with cellophane disks. After 24 h (vegetative growth) or 45 h (aerial growth) of growth, mycelia were scraped from the cellophane disks, snap-frozen in liquid N_2_, and disrupted using TissueLyser (Qiagen, Venlo, The Netherlands) 3 times 30 s at 30 Hz. Total RNA was extracted using the Kirby method (36). The transcriptome sequencing (RNA-Seq) library preparation and sequencing were outsourced to Novogene Europe (Cambridge, UK). rRNA was removed from the samples using NEBNext Ultra directional RNA library prep kit (NEB, MA). Sequencing libraries were generated using the NEBNext Ultra RNA library prep kit for Illumina (NEB), and sequencing was carried out on an Illumina NovaSeq 6000 platform. Raw data were cleaned using fastp v0.12.2 (85) and then mapped to the S. coelicolor M145 genome (GenBank accession AL645882.2) using bowtie2 v2.4.4 (80). Read counts for each gene were generated using featureCounts v2.0.1 (86). Values for transcripts per million (TPM) were generated using a custom python script; differentially expressed genes and log_2_ fold change were determined using DESeq2 v1.32.0 (87) with the data shrinkage function “apeglm” (88).

### EMSA.

Gbn-His_6_ was expressed and purified as described previously (89). Purified protein was dialyzed overnight at 4°C against electrophoretic mobility shift assay (EMSA) buffer (10 mM Tris-HCl [pH 7.9], 0.1 mM EDTA, 50 mM KCl). Double-stranded DNA (50 bp) was generated by gradual cooling of reverse-complemented single-strand oligonucleotides in T4 DNA ligase buffer (NEB, MA) from 95°C to 12°C in 45 min. pGWS1300 was extracted from DAM methylation-effective E. coli strain JM109 and DAM-deficient E. coli strain ET12567, while pGWS1451 (negative control) was extracted from strain ET12567 only. The target fragments were then digested and blunted using DNA polymerase I Klenow fragment (NEB). The *in vitro* DNA-protein interaction studies were done in EMSA buffer in a total reaction volume of 10 μL; the reaction mixtures were incubated at 30°C for 15 min. The whole reaction volume was then loaded onto 5% polyacrylamide gels and separated by electrophoresis. The gel was briefly stained with ethidium bromide and imaged in a Gel Doc imaging system (Bio-Rad, CA).

### Tethered particle motion.

Tethered particle motion experiments were carried out as described previously (90), with minor modifications. The experimental buffer used was 10 mM Tris-HCl (pH 8.0), 0.1 mM EDTA, 50 mM KCl, and 0.5% acetylated bovine serum albumin (BSA). Data were collected for each protein concentration at least in duplicate. An anisotropic ratio cutoff of 1.3 and a standard deviation cutoff of 8% were used to select single-tethered beads. The region of interest (−609 to +33 bp relative to the *gbn* translation start site) was amplified from the genome and then inserted into pUC19 using Gibson assembly yielding plasmid pGWS1462. DNA was then amplified as a 685-bp fragment from this construct using a forward primer labeled with biotin (biotin-CTGGCTGAAACGGAATAGGT) and a reverse primer labeled with digoxigenin (digoxigenin-AGCTCAGCGAGAACCGG).

### Data availability.

Clean ChIP-Seq reads and binding region identification (peak calling) files are available at GEO database (91) with accession number GSE165795. Clean RNA-Seq reads and gene read-counts tables are available at GEO database with (91) with accession number GSE186136. Complete ChIP-Seq analysis and transcriptomics analysis code and related data used in this research can be found at https://github.com/snail123815/Gbn-the-SNP-publication-scripts. Time-lapse scanner image analysis code can be found at https://github.com/snail123815/scanLapsePlot.

## References

[1] Barka EA, Vatsa P, Sanchez L, Gaveau-Vaillant N, Jacquard C, Meier-Kolthoff JP, Klenk H-P, Clément C, Ouhdouch Y, van Wezel GP. 2016. Taxonomy, physiology, and natural products of Actinobacteria. Microbiol Mol Biol Rev 80:1–43. doi:10.1128/MMBR.00019-15.26609051PMC4711186

[2] Hopwood DA. 2007. *Streptomyces* in nature and medicine: the antibiotic makers. Oxford University Press, Oxford, United Kingdom.

[3] Bérdy J. 2005. Bioactive microbial metabolites. J Antibiot (Tokyo) 58:1–26. doi:10.1038/ja.2005.1.15813176

[4] Chater KF, Losick R. 1997. Mycelial life style of *Streptomyces coelicolor* A3(2) and its relatives, p 149–182. *In* Shapiro JA, Dworkin M (ed), Bacteria as multicellular organisms. Oxford University Press, New York, NY.

[5] Claessen D, Rozen DE, Kuipers OP, Sogaard-Andersen L, van Wezel GP. 2014. Bacterial solutions to multicellularity: a tale of biofilms, filaments and fruiting bodies. Nat Rev Microbiol 12:115–124. doi:10.1038/nrmicro3178.24384602

[6] Flärdh K, Buttner MJ. 2009. *Streptomyces* morphogenetics: dissecting differentiation in a filamentous bacterium. Nat Rev Microbiol 7:36–49. doi:10.1038/nrmicro1968.19079351

[7] Bibb MJ. 2005. Regulation of secondary metabolism in streptomycetes. Curr Opin Microbiol 8:208–215. doi:10.1016/j.mib.2005.02.016.15802254

[8] van der Heul HU, Bilyk BL, McDowall KJ, Seipke RF, van Wezel GP. 2018. Regulation of antibiotic production in Actinobacteria: new perspectives from the post-genomic era. Nat Prod Rep 35:575–604. doi:10.1039/c8np00012c.29721572

[9] Bentley SD, Chater KF, Cerdeno-Tarraga AM, Challis GL, Thomson NR, James KD, Harris DE, Quail MA, Kieser H, Harper D, Bateman A, Brown S, Chandra G, Chen CW, Collins M, Cronin A, Fraser A, Goble A, Hidalgo J, Hornsby T, Howarth S, Huang CH, Kieser T, Larke L, Murphy L, Oliver K, O'Neil S, Rabbinowitsch E, Rajandream MA, Rutherford K, Rutter S, Seeger K, Saunders D, Sharp S, Squares R, Squares S, Taylor K, Warren T, Wietzorrek A, Woodward J, Barrell BG, Parkhill J, Hopwood DA. 2002. Complete genome sequence of the model actinomycete *Streptomyces coelicolor* A3(2). Nature 417:141–147. doi:10.1038/417141a.12000953

[10] Urem M, Świątek MA, Rigali S, van Wezel GP. 2016. Intertwining nutrient-sensory networks and the control of antibiotic production in *Streptomyces*. Mol Microbiol 102:183–195. doi:10.1111/mmi.13464.27425419

[11] Dame RT, Rashid F-ZM, Grainger DC. 2020. Chromosome organization in bacteria: mechanistic insights into genome structure and function. Nat Rev Genet 21:227–242. doi:10.1038/s41576-019-0185-4.31767998

[12] Dillon SC, Dorman CJ. 2010. Bacterial nucleoid-associated proteins, nucleoid structure and gene expression. Nat Rev Microbiol 8:185–195. doi:10.1038/nrmicro2261.20140026

[13] Dame RT. 2005. The role of nucleoid-associated proteins in the organization and compaction of bacterial chromatin. Mol Microbiol 56:858–870. doi:10.1111/j.1365-2958.2005.04598.x.15853876

[14] Gehrke EJ, Zhang X, Pimentel-Elardo SM, Johnson AR, Rees CA, Jones SE, Hindra Gehrke SS, Turvey S, Boursalie S, Hill JE, Carlson EE, Nodwell JR, Elliot MA. 2019. Silencing cryptic specialized metabolism in *Streptomyces* by the nucleoid-associated protein Lsr2. Elife 8:e47691. doi:10.7554/eLife.47691.31215866PMC6584129

[15] Salerno P, Larsson J, Bucca G, Laing E, Smith CP, Flärdh K. 2009. One of the two genes encoding nucleoid-associated HU proteins in *Streptomyces coelicolor* is developmentally regulated and specifically involved in spore maturation. J Bacteriol 191:6489–6500. doi:10.1128/JB.00709-09.19717607PMC2795297

[16] Szafran MJ, Małecki T, Strzałka A, Pawlikiewicz K, Duława J, Zarek A, Kois-Ostrowska A, Findlay KC, Le TBK, Jakimowicz D. 2021. Spatial rearrangement of the *Streptomyces venezuelae* linear chromosome during sporogenic development. Nat Commun 12:5222. doi:10.1038/s41467-021-25461-2.34471115PMC8410768

[17] Yang Y-H, Song E, Willemse J, Park S-H, Kim W-S, Kim E-j, Lee B-R, Kim J-N, van Wezel GP, Kim B-G. 2012. A novel function of *Streptomyces* integration host factor (sIHF) in the control of antibiotic production and sporulation in *Streptomyces coelicolor*. Antonie Van Leeuwenhoek 101:479–492. doi:10.1007/s10482-011-9657-z.22038127

[18] Swinger KK, Rice PA. 2004. IHF and HU: flexible architects of bent DNA. Curr Opin Struct Biol 14:28–35. doi:10.1016/j.sbi.2003.12.003.15102446

[19] Kamashev D, Balandina A, Rouviere-Yaniv J. 1999. The binding motif recognized by HU on both nicked and cruciform DNA. EMBO J 18:5434–5444. doi:10.1093/emboj/18.19.5434.10508175PMC1171612

[20] Bradshaw E, Saalbach G, McArthur M. 2013. Proteomic survey of the *Streptomyces coelicolor* nucleoid. J Proteomics 83:37–46. doi:10.1016/j.jprot.2013.02.033.23523638PMC3784963

[21] Bush MJ, Chandra G, Al-Bassam MM, Findlay KC, Buttner MJ. 2019. BldC delays entry into development to produce a sustained period of vegetative growth in *Streptomyces venezuelae*. mBio 10:e02812-18. doi:10.1128/mBio.02812-18.30723132PMC6428758

[22] Dorman CJ, Schumacher MA, Bush MJ, Brennan RG, Buttner MJ. 2020. When is a transcription factor a NAP? Curr Opin Microbiol 55:26–33. doi:10.1016/j.mib.2020.01.019.32120333PMC8048100

[23] Kim S, Traag B, Hasan A, McDowall K, Kim B-G, van Wezel GP. 2015. Transcriptional analysis of the cell division-related *ssg* genes in *Streptomyces coelicolor* reveals direct control of *ssgR* by AtrA. Antonie Van Leeuwenhoek 108:201–213. doi:10.1007/s10482-015-0479-2.26002075PMC4457907

[24] Traag BA, Kelemen GH, Van Wezel GP. 2004. Transcription of the sporulation gene *ssgA* is activated by the IclR-type regulator SsgR in a *whi*-independent manner in *Streptomyces coelicolor* A3(2). Mol Microbiol 53:985–1000. doi:10.1111/j.1365-2958.2004.04186.x.15255907

[25] Keijser BJ, Noens EE, Kraal B, Koerten HK, van Wezel GP. 2003. The *Streptomyces coelicolor ssgB* gene is required for early stages of sporulation. FEMS Microbiol Lett 225:59–67. doi:10.1016/S0378-1097(03)00481-6.12900022

[26] Noens EE. 2007. Control of sporulation-specific cell division in *Streptomyces* coelicolor. Leiden University, Leiden, the Netherlands.

[27] Noens EE, Mersinias V, Traag BA, Smith CP, Koerten HK, van Wezel GP. 2005. SsgA-like proteins determine the fate of peptidoglycan during sporulation of *Streptomyces coelicolor*. Mol Microbiol 58:929–944. doi:10.1111/j.1365-2958.2005.04883.x.16262781

[28] Willemse J, Borst JW, de Waal E, Bisseling T, van Wezel GP. 2011. Positive control of cell division: FtsZ is recruited by SsgB during sporulation of *Streptomyces*. Genes Dev 25:89–99. doi:10.1101/gad.600211.21205868PMC3012939

[29] El-Gebali S, Mistry J, Bateman A, Eddy SR, Luciani A, Potter SC, Qureshi M, Richardson LJ, Salazar GA, Smart A, Sonnhammer ELL, Hirsh L, Paladin L, Piovesan D, Tosatto SE, Finn RD. 2019. The Pfam protein families database in 2019. Nucleic Acids Res 47:D427–D432. doi:10.1093/nar/gky995.30357350PMC6324024

[30] Yang J, Yan R, Roy A, Xu D, Poisson J, Zhang Y. 2015. The I-TASSER Suite: protein structure and function prediction. Nat Methods 12:7–8. doi:10.1038/nmeth.3213.25549265PMC4428668

[31] Berman HM, Westbrook J, Feng Z, Gilliland G, Bhat TN, Weissig H, Shindyalov IN, Bourne PE. 2000. The protein data bank. Nucleic Acids Res 28:235–242. doi:10.1093/nar/28.1.235.10592235PMC102472

[32] Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W, Liu XS. 2008. Model-based analysis of ChIP-Seq (MACS). Genome Biol 9:R137. doi:10.1186/gb-2008-9-9-r137.18798982PMC2592715

[33] Machanick P, Bailey TL. 2011. MEME-ChIP: motif analysis of large DNA datasets. Bioinformatics 27:1696–1697. doi:10.1093/bioinformatics/btr189.21486936PMC3106185

[34] Barras F, Marinus MG. 1989. The great GATC: DNA methylation in *E. coli*. Trends Genet 5:139–143. doi:10.1016/0168-9525(89)90054-1.2667217

[35] May MS, Hattman S. 1975. Analysis of bacteriophage deoxyribonucleic acid sequences methylated by host- and R-factor-controlled enzymes. J Bacteriol 123:768–770. doi:10.1128/jb.123.2.768-770.1975.1097428PMC235790

[36] Kieser T, Hopwood DA. 1991. Genetic manipulation of Streptomyces: integrating vectors and gene replacement. Methods Enzymol 204:430–458. doi:10.1016/0076-6879(91)04023-H.1943784

[37] Flett F, Mersinias V, Smith CP. 1997. High efficiency intergeneric conjugal transfer of plasmid DNA from *Escherichia coli* to methyl DNA-restricting streptomycetes. FEMS Microbiol Lett 155:223–229. doi:10.1111/j.1574-6968.1997.tb13882.x.9351205

[38] Liu G, Ou H-Y, Wang T, Li L, Tan H, Zhou X, Rajakumar K, Deng Z, He X. 2010. Cleavage of phosphorothioated DNA and methylated DNA by the type IV restriction endonuclease ScoMcrA. PLoS Genet 6:e1001253. doi:10.1371/journal.pgen.1001253.21203499PMC3009677

[39] González-Cerón G, Miranda-Olivares OJ, Servín-González L. 2009. Characterization of the methyl-specific restriction system of *Streptomyces coelicolor* A3(2) and of the role played by laterally acquired nucleases. FEMS Microbiol Lett 301:35–43. doi:10.1111/j.1574-6968.2009.01790.x.19796133

[40] van der Valk RA, Laurens N, Dame RT. 2017. Tethered particle motion analysis of the DNA binding properties of architectural proteins, p 127–143. *In* Espéli O (ed), The bacterial nucleoid: methods and protocols. Springer New York, New York, NY.10.1007/978-1-4939-7098-8_1128842881

[41] Qin L, Bdira FB, Sterckx YGJ, Volkov AN, Vreede J, Giachin G, van Schaik P, Ubbink M, Dame RT. 2020. Structural basis for osmotic regulation of the DNA binding properties of H-NS proteins. Nucleic Acids Res 48:2156–2172. doi:10.1093/nar/gkz1226.31925429PMC7039000

[42] van der Valk RA, Vreede J, Qin L, Moolenaar GF, Hofmann A, Goosen N, Dame RT. 2017. Mechanism of environmentally driven conformational changes that modulate H-NS DNA-bridging activity. Elife 6:e27369. doi:10.7554/eLife.27369.28949292PMC5647153

[43] Driessen RPC, Sitters G, Laurens N, Moolenaar GF, Wuite GJL, Goosen N, Dame RT. 2014. Effect of temperature on the intrinsic flexibility of DNA and its interaction with architectural proteins. Biochemistry 53:6430–6438. doi:10.1021/bi500344j.25291500PMC5451147

[44] Leskiw BK, Lawlor EJ, Fernandez-Abalos JM, Chater KF. 1991. TTA codons in some genes prevent their expression in a class of developmental, antibiotic-negative, *Streptomyces* mutants. Proc Natl Acad Sci USA 88:2461–2465. doi:10.1073/pnas.88.6.2461.1826053PMC51252

[45] Li W, Wu J, Tao W, Zhao C, Wang Y, He X, Chandra G, Zhou X, Deng Z, Chater KF, Tao M. 2007. A genetic and bioinformatic analysis of *Streptomyces coelicolor* genes containing TTA codons, possible targets for regulation by a developmentally significant tRNA. FEMS Microbiol Lett 266:20–28. doi:10.1111/j.1574-6968.2006.00494.x.17100986

[46] Lawlor EJ, Baylis HA, Chater KF. 1987. Pleiotropic morphological and antibiotic deficiencies result from mutations in a gene encoding a tRNA-like product in *Streptomyces coelicolor* A3(2). Genes Dev 1:1305–1310. doi:10.1101/gad.1.10.1305.2448187

[47] Chater KF, Chandra G. 2008. The use of the rare UUA codon to define “Expression Space” for genes involved in secondary metabolism, development and environmental adaptation in *Streptomyces*. J Microbiol 46:1–11. doi:10.1007/s12275-007-0233-1.18337685

[48] Huang J, Lih C-J, Pan K-H, Cohen SN. 2001. Global analysis of growth phase responsive gene expression and regulation of antibiotic biosynthetic pathways in *Streptomyces coelicolor* using DNA microarrays. Genes Dev 15:3183–3192. doi:10.1101/gad.943401.11731481PMC312833

[49] Blanco G, Rodicio MR, Puglia AM, Méndez C, Thompson CJ, Salas JA. 1994. Synthesis of ribosomal proteins during growth of *Streptomyces coelicolor*. Mol Microbiol 12:375–385. doi:10.1111/j.1365-2958.1994.tb01027.x.7545948

[50] Xu J, Tozawa Y, Lai C, Hayashi H, Ochi K. 2002. A rifampicin resistance mutation in the *rpoB* gene confers ppGpp-independent antibiotic production in *Streptomyces coelicolor* A3(2). Mol Genet Genomics 268:179–189. doi:10.1007/s00438-002-0730-1.12395192

[51] Shima J, Hesketh A, Okamoto S, Kawamoto S, Ochi K. 1996. Induction of actinorhodin production by *rpsL* (encoding ribosomal protein S12) mutations that confer streptomycin resistance in *Streptomyces lividans* and *Streptomyces coelicolor* A3(2). J Bacteriol 178:7276–7284. doi:10.1128/jb.178.24.7276-7284.1996.8955413PMC178644

[52] Świątek MA, Tenconi E, Rigali S, van Wezel GP. 2012. Functional analysis of the N-acetylglucosamine metabolic genes of *Streptomyces coelicolor* and role in the control of development and antibiotic production. J Bacteriol 194:1136–1144. doi:10.1128/JB.06370-11.22194457PMC3294797

[53] van Wezel GP, White J, Hoogvliet G, Bibb MJ. 2000. Application of *redD*, the transcriptional activator gene of the undecylprodigiosin biosynthetic pathway, as a reporter for transcriptional activity in *Streptomyces coelicolor* A3 (2) and *Streptomyces lividans*. J Mol Microbiol Biotechnol 2:551–556.11075931

[54] Bibb MJ, Janssen GR, Ward JM. 1985. Cloning and analysis of the promoter region of the erythromycin resistance gene *(ermE*) of *Streptomyces erythraeus*. Gene 38:215–226. doi:10.1016/0378-1119(85)90220-3.2998943

[55] Uguru GC, Stephens KE, Stead JA, Towle JE, Baumberg S, McDowall KJ. 2005. Transcriptional activation of the pathway-specific regulator of the actinorhodin biosynthetic genes in *Streptomyces coelicolor*. Mol Microbiol 58:131–150. doi:10.1111/j.1365-2958.2005.04817.x.16164554

[56] Tocquin P, Naome A, Jourdan S, Anderssen S, Hiard S, van Wezel GP, Hanikenne M, Baurain D, Rigali S. 2016. PREDetector 2.0: online and enhanced version of the prokaryotic regulatory elements detector tool. bioRxiv doi:10.1101/084780.

[57] Castro-Melchor M, Charaniya S, Karypis G, Takano E, Hu W-S. 2010. Genome-wide inference of regulatory networks in *Streptomyces coelicolor*. BMC Genomics 11:578. doi:10.1186/1471-2164-11-578.20955611PMC3224704

[58] Nieselt K, Battke F, Herbig A, Bruheim P, Wentzel A, Jakobsen OM, Sletta H, Alam MT, Merlo ME, Moore J, Omara WA, Morrissey ER, Juarez-Hermosillo MA, Rodriguez-Garcia A, Nentwich M, Thomas L, Iqbal M, Legaie R, Gaze WH, Challis GL, Jansen RC, Dijkhuizen L, Rand DA, Wild DL, Bonin M, Reuther J, Wohlleben W, Smith MC, Burroughs NJ, Martin JF, Hodgson DA, Takano E, Breitling R, Ellingsen TE, Wellington EM. 2010. The dynamic architecture of the metabolic switch in *Streptomyces coelicolor*. BMC Genomics 11:10. doi:10.1186/1471-2164-11-10.20053288PMC2824715

[59] Shin J-H, Singh AK, Cheon D-J, Roe J-H. 2011. Activation of the SoxR regulon in *Streptomyces coelicolor* by the extracellular form of the pigmented antibiotic actinorhodin. J Bacteriol 193:75–81. doi:10.1128/JB.00965-10.21037009PMC3019960

[60] Tsujibo H, Kosaka M, Ikenishi S, Sato T, Miyamoto K, Inamori Y. 2004. Molecular characterization of a high-affinity xylobiose transporter of Streptomyces thermoviolaceus OPC-520 and its transcriptional regulation. J Bacteriol 186:1029–1037. doi:10.1128/JB.186.4.1029-1037.2004.14761997PMC344215

[61] Sola-Landa A, Rodríguez-García A, Amin R, Wohlleben W, Martín JF. 2013. Competition between the GlnR and PhoP regulators for the *glnA* and *amtB* promoters in *Streptomyces coelicolor*. Nucleic Acids Res 41:1767–1782. doi:10.1093/nar/gks1203.23248009PMC3561978

[62] Servin-Gonzalez L, Sampieri A, Cabello J, Galvan L, Juarez V, Castro C. 1995. Sequence and functional analysis of the *Streptomyces phaeochromogenes* plasmid pJV1 reveals a modular organization of *Streptomyces* plasmids that replicate by rolling circle. Microbiology 141:2499–2510. doi:10.1099/13500872-141-10-2499.7582009

[63] Rodríguez H, Rico S, Yepes A, Franco-Echevarría E, Antoraz S, Santamaría RI, Díaz M. 2015. The two kinases, AbrC1 and AbrC2, of the atypical two-component system AbrC are needed to regulate antibiotic production and differentiation in *Streptomyces coelicolor*. Front Microbiol 6:450. doi:10.3389/fmicb.2015.00450.26029189PMC4428217

[64] Friedrich T, Dekovic DK, Burschel S. 2016. Assembly of the *Escherichia coli* NADH:ubiquinone oxidoreductase (respiratory complex I). Biochim Biophys Acta 1857:214–223. doi:10.1016/j.bbabio.2015.12.004.26682761

[65] MacNeil DJ, Gewain KM, Ruby CL, Dezeny G, Gibbons PH, MacNeil T. 1992. Analysis of *Streptomyces avermitilis* genes required for avermectin biosynthesis utilizing a novel integration vector. Gene 111:61–68. doi:10.1016/0378-1119(92)90603-m.1547955

[66] Paget MSB, Chamberlin L, Atrih A, Foster SJ, Buttner MJ. 1999. Evidence that the extracytoplasmic function sigma factor ς^E^ is required for normal cell wall structure in *Streptomyces coelicolor* A3(2). J Bacteriol 181:204–211. doi:10.1128/JB.181.1.204-211.1999.9864331PMC103550

[67] Kieser T, Bibb MJ, Buttner MJ, Chater KF, Hopwood DA. 2000. Practical *Streptomyces* genetics. John Innes Foundation, Norwich, United Kingdom.

[68] Colson S, Stephan J, Hertrich T, Saito A, van Wezel GP, Titgemeyer F, Rigali S. 2007. Conserved *cis*-acting elements upstream of genes composing the chitinolytic system of streptomycetes are DasR-responsive elements. J Mol Microbiol Biotechnol 12:60–66. doi:10.1159/000096460.17183212

[69] Vara J, Lewandowska-Skarbek M, Wang YG, Donadio S, Hutchinson CR. 1989. Cloning of genes governing the deoxysugar portion of the erythromycin biosynthesis pathway in *Saccharopolyspora erythraea* (*Streptomyces erythreus*). J Bacteriol 171:5872–5881. doi:10.1128/jb.171.11.5872-5881.1989.2681144PMC210448

[70] Zhang L, Willemse J, Hoskisson PA, van Wezel GP. 2018. Sporulation-specific cell division defects in *ylmE* mutants of *Streptomyces coelicolor* are rescued by additional deletion of *ylmD*. Sci Rep 8:7328. doi:10.1038/s41598-018-25782-1.29743540PMC5943314

[71] Fedoryshyn M, Welle E, Bechthold A, Luzhetskyy A. 2008. Functional expression of the Cre recombinase in actinomycetes. Appl Microbiol Biotechnol 78:1065–1070. doi:10.1007/s00253-008-1382-9.18299828

[72] Khodakaramian G, Lissenden S, Gust B, Moir L, Hoskisson PA, Chater KF, Smith MCM. 2006. Expression of Cre recombinase during transient phage infection permits efficient marker removal in *Streptomyces*. Nucleic Acids Res 34:e20. doi:10.1093/nar/gnj019.16473843PMC1363781

[73] Cobb RE, Wang Y, Zhao H. 2015. High-efficiency multiplex genome editing of *Streptomyces* species using an engineered CRISPR/Cas system. ACS Synth Biol 4:723–728. doi:10.1021/sb500351f.25458909PMC4459934

[74] Motamedi H, Shafiee A, Cai S-J. 1995. Integrative vectors for heterologous gene expression in *Streptomyces* spp. Gene 160:25–31. doi:10.1016/0378-1119(95)00191-8.7628712

[75] Sambrook J, Fritsch EF, Maniatis T. 1989. Molecular cloning: a laboratory manual, 2nd ed. Cold Spring Harbor Laboratory Press, Cold Spring Harbor, NY.

[76] Potter SC, Luciani A, Eddy SR, Park Y, Lopez R, Finn RD. 2018. HMMER web server: 2018 update. Nucleic Acids Res 46:W200–W204. doi:10.1093/nar/gky448.29905871PMC6030962

[77] Eddy SR. 2011. Accelerated profile HMM searches. PLoS Comput Biol 7:e1002195. doi:10.1371/journal.pcbi.1002195.22039361PMC3197634

[78] Shannon P, Markiel A, Ozier O, Baliga NS, Wang JT, Ramage D, Amin N, Schwikowski B, Ideker T. 2003. Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res 13:2498–2504. doi:10.1101/gr.1239303.14597658PMC403769

[79] Piette A, Derouaux A, Gerkens P, Noens EEE, Mazzucchelli G, Vion S, Koerten HK, Titgemeyer F, De Pauw E, Leprince P, van Wezel GP, Galleni M, Rigali S. 2005. From dormant to germinating spores of *Streptomyces coelicolor* A32: new perspectives from the *crp* null mutant. J Proteome Res 4:1699–1708. doi:10.1021/pr050155b.16212423

[80] Langmead B, Salzberg SL. 2012. Fast gapped-read alignment with Bowtie 2. Nat Methods 9:357–359. doi:10.1038/nmeth.1923.22388286PMC3322381

[81] Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, Marth G, Abecasis G, Durbin R, 1000 Genome Project Data Processing Subgroup. 2009. The sequence alignment/map format and SAMtools. Bioinformatics 25:2078–2079. doi:10.1093/bioinformatics/btp352.19505943PMC2723002

[82] Cock PJA, Antao T, Chang JT, Chapman BA, Cox CJ, Dalke A, Friedberg I, Hamelryck T, Kauff F, Wilczynski B, de Hoon MJL. 2009. Biopython: freely available Python tools for computational molecular biology and bioinformatics. Bioinformatics 25:1422–1423. doi:10.1093/bioinformatics/btp163.19304878PMC2682512

[83] Dale RK, Pedersen BS, Quinlan AR. 2011. Pybedtools: a flexible Python library for manipulating genomic datasets and annotations. Bioinformatics 27:3423–3424. doi:10.1093/bioinformatics/btr539.21949271PMC3232365

[84] Quinlan AR. 2014. BEDTools: the swiss-army tool for genome feature analysis. Curr Protoc Bioinformatics 47:11.12.1–11.12.34. doi:10.1002/0471250953.bi1112s47.PMC421395625199790

[85] Chen S, Zhou Y, Chen Y, Gu J. 2018. fastp: an ultra-fast all-in-one FASTQ preprocessor. Bioinformatics 34:i884–i890. doi:10.1093/bioinformatics/bty560.30423086PMC6129281

[86] Liao Y, Smyth GK, Shi W. 2014. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics 30:923–930. doi:10.1093/bioinformatics/btt656.24227677

[87] Love MI, Huber W, Anders S. 2014. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol 15:550. doi:10.1186/s13059-014-0550-8.25516281PMC4302049

[88] Zhu A, Ibrahim JG, Love MI. 2019. Heavy-tailed prior distributions for sequence count data: removing the noise and preserving large differences. Bioinformatics 35:2084–2092. doi:10.1093/bioinformatics/bty895.30395178PMC6581436

[89] Mahr K, van Wezel GP, Svensson C, Krengel U, Bibb MJ, Titgemeyer F. 2000. Glucose kinase of Streptomyces coelicolor A32: large-scale purification and biochemical analysis. Antonie Van Leeuwenhoek 78:253–261. doi:10.1023/a:1010234916745.11386347

[90] Henneman B, Heinsman J, Battjes J, Dame RT. 2018. Quantitation of DNA-binding affinity using tethered particle motion. Methods Mol Biol 1837:257–275. doi:10.1007/978-1-4939-8675-0_14.30109615

[91] Barrett T, Wilhite SE, Ledoux P, Evangelista C, Kim IF, Tomashevsky M, Marshall KA, Phillippy KH, Sherman PM, Holko M, Yefanov A, Lee H, Zhang N, Robertson CL, Serova N, Davis S, Soboleva A. 2013. NCBI GEO: archive for functional genomics data sets—update. Nucleic Acids Res 41:D991–D995. doi:10.1093/nar/gks1193.23193258PMC3531084

# Supplementary material for: System-Wide Analysis of the GATC-Binding Nucleoid-Associated Protein Gbn and Its Impact on Streptomyces Development
**Source:** mSystems. 2022 May 16;7(3):e00061-22. doi: 10.1128/msystems.00061-22
**Supplement:** TABLE S3

**Table S3.**

| Strain | Genotype/description | Reference/vendor reference |
| --- | --- | --- |
| *E. coli* JM109 | See reference | (1) |
| *E. coli* ET12567 | See reference | (2) |
| *E. coli* ET12567/pUZ8002 | See reference | (3) |
| *E. coli* BL21 CodonPlus (DE3)-RIPL | See reference | Agilent 230280 |
| *S. coelicolor* A3(2) M145 | See reference | (4) |
| GAD003 | M145Δ*gbn* | This study |
| GAD014 | M145Δ*gbn* + pGWS1260 | This study |
| GAD039 | Part of *gbn* promoter replaced by PermE | This study |
| GAD043 | 3×FLAG fused to *gbn* 3’-term | This study |

**References**

1. Sambrook J, Fritsch EF, Maniatis T. 1989. Molecular cloning: a laboratory manual. Cold spring harbor laboratory press, New York.

2. MacNeil DJ, Gewain KM, Ruby CL, Dezeny G, Gibbons PH, MacNeil T. 1992. Analysis of *Streptomyces avermitilis* genes required for avermectin biosynthesis utilizing a novel integration vector. Gene 111:61-68. doi:http://dx.doi.org/10.1016/0378-1119(92)90603-M.

3. Flett F, Mersinias V, Smith CP. 1997. High efficiency intergeneric conjugal transfer of plasmid DNA from *Escherichia coli* to methyl DNA-restricting Streptomycetes. FEMS Microbiol Lett 155:223-229. doi:10.1111/j.1574-6968.1997.tb13882.x.

4. Kieser T, Bibb MJ, Buttner MJ, Chater KF, Hopwood DA. 2000. Practical *Streptomyces* genetics. The John Innes Foundation, Norwich, United Kingdom.

# Supplementary material for: System-Wide Analysis of the GATC-Binding Nucleoid-Associated Protein Gbn and Its Impact on Streptomyces Development
**Source:** mSystems. 2022 May 16;7(3):e00061-22. doi: 10.1128/msystems.00061-22
**Supplement:** TABLE S4

**Table S4.**

| Purpose | No. | Name | Sequence 5'-3' | Note |
| --- | --- | --- | --- | --- |
| SCO1839 knock-out and complementation | 1 | SCO1839FU_F | CGATGGATCCGACGCCGACTCGATCATCTG |  |
|  | 2 | SCO1839FU_R | CGATTCTAGACCGTGCCTCCTCATGGGAAG |  |
|  | 3 | SCO1839FD_F | CGATTCTAGAGCCACTTCGGCCTGACGTCC |  |
|  | 4 | SCO1839FD_R | CGATAAGCTTCCGGCCTGCTCGACGAAAC |  |
|  | 5 | SCO1839CM_F | ACTGAAGCTTGGGACGTCAGGCCGAAGTG |  |
|  | 6 | SCO1839CM_R | ACTGGGATCCGGTCTCCTCGGCCAACGTG |  |
| SCO1839 over-expression | 7 | 1839_Ukp_F | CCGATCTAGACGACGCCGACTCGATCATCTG | No.1 changed to XbaI |
|  | 8 | 1839_Ukp_R | CAGTGAGCTCTCCGCCGAACGAGTTTCTCC |  |
|  | 9 | SCO1839OP_F | CAGTCATATGGCCGAGACTCTGAAGAAGGG |  |
|  | 10 | SCO1839FD_R_XbaI | CGATTCTAGACCGGCCTGCTCGACGAAAC | No.4 changed to XbaI |
|  | 11 | Sp_1839U_F | ACGCTCGGCAAGGCTGATGAGACA | Spacer assembly |
|  | 12 | Sp_1839U_R | AAACTGTCTCATCAGCCTTGCCGA |  |
| 3×FLAG tag knock-in | 13 | 1839sp_down_F | ACGCGCCACTTCGGCCTGACGTCC | Spacer assembly |
|  | 14 | 1839sp_down_R | AAACGGACGTCAGGCCGAAGTGGC |  |
|  | 15 | 1839flagFL_UR | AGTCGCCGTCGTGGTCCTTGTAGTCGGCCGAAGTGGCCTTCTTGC |  |
|  | 16 | 3xFLAG+1839ending | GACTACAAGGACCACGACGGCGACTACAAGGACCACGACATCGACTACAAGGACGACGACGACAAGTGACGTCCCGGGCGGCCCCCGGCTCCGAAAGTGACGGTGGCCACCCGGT |  |
|  | 17 | 1839flagCR_DR | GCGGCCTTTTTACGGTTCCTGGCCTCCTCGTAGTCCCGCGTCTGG |  |
|  | 18 | 1839flagCR_UF_xbaI | CGATTCTAGATGGTCTCCTCGGCCAACGTG |  |
|  | 19 | 1839flagCR_DR_xbaI | CGATTCTAGACCTCGTAGTCCCGCGTCTGG |  |
| 50 bp EMSA fragments | 24 | p1839_50Single_strong | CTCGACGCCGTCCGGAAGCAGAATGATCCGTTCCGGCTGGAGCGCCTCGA |  |
|  | 25 | p1839_50Single_strong_R | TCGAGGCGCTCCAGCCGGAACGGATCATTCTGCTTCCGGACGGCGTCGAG |  |
|  | 26 | p1839_50Single_weak | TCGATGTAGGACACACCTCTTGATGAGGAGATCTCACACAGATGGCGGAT |  |
|  | 27 | p1839_50Single_weak_R | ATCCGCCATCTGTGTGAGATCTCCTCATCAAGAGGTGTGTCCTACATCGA |  |

| 50 bp EMSA fragments | 28 | p1839_50Quadruple | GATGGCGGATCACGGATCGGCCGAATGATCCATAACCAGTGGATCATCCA |  |
| --- | --- | --- | --- | --- |
|  | 29 | p1839_50Quadruple_R | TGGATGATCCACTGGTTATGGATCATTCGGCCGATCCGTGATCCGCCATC |  |
|  | 30 | npio_B50 | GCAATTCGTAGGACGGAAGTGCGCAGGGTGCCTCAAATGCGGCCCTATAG | Negative control |
|  | 31 | npio_B50_R | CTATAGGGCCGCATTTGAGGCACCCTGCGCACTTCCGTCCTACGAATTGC |  |
| Long EMSA fragments for possible methylation affection | 32 | p1839_ip_F | CCGCCGAACGAGTTTCTCC | *Eco*RI site inside PCR product, the fragment was digested using *Eco*RI and HindIII for inserting into pUC19 |
|  | 33 | p1839_ip_R_HindIII | GCATAAGCTTCCTCGGCCAACGTGCTG |  |
|  | 34 | noip_A_F_EcoRI | GCATGAATTCGCCGCCGTTCGGTGGTGTC | Negative control |
|  | 35 | noip_A_R_HindIII | GCATAAGCTTGCCAGCGAGGCCCGCTTC |  |
|  | 36 | puc19_TPM2_F | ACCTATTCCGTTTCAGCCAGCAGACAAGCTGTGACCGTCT |  |
|  | 37 | puc19_TPM2_R | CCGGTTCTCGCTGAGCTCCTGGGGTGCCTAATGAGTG |  |
| TPM | 38 | TPM2_p1839_3_F | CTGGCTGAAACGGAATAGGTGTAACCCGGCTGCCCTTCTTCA |  |
|  | 39 | TPM2_p1839_3_R | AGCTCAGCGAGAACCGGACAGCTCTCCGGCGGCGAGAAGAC |  |
|  | 40 | TPM_F_biotin | Biotin-CTGGCTGAAACGGAATAGGT |  |
|  | 41 | TPM_R_digoxygenin | Digoxygenin-AGCTCAGCGAGAACCGG |  |
| Promoter probing | 42 | pSCO1839_F_BamHI | CGATGGATCCCTCATGGGAAGTGCGCTCTG |  |
|  | 43 | pSCO1839_R_SacI | ACGTGAGCTCTCCGTGATCCGCCATCTGTG |  |
| qPCR | 44 | SCO1839_QF | GAGCATGCGGTGCACAAAG |  |
|  | 45 | SCO1839_QR | GCGGCAGACCTGAAGAAGAAG |  |
|  | 46 | SCO3873_qF | GCGTGGTGGACACGAAGAAG | Inner control |
|  | 47 | SCO3873_qR | GCACCAAGACCGACGACTAC |  |
|  | 48 | SCO5359_qF | TACGTCGAGACGCAGGTCAG | Inner control |
|  | 49 | SCO5359_qR | CTGCTTGCCCGTGTAGAAC |  |

# Supplementary material for: System-Wide Analysis of the GATC-Binding Nucleoid-Associated Protein Gbn and Its Impact on Streptomyces Development
**Source:** mSystems. 2022 May 16;7(3):e00061-22. doi: 10.1128/msystems.00061-22
**Supplement:** TABLE S5

**Table S5.**

| Plasmid and construct | Description | reference/vendor ID |
| --- | --- | --- |
| pWHM3 | *E. coli*/*Streptomyces* shuttle vector, high copy number and unstable in *Streptomyces* | (1) |
| pUWL-Cre | *E. coli*/*Streptomyces* shuttle vector expressing the Cre recombinase in *Streptomyces* | (2) |
| pHJL401 | *E. coli*/*Streptomyces* shuttle vector, 5-10 copies per chromosome in *Streptomyces* | (3) |
| pHM10a | *E. coli*/*Streptomyces* shuttle vector, designed for gene over-expression using consecutive promoter P*ermE* | (4) |
| pCRISPomyces-2 | *E. coli*/*Streptomyces* shuttle vector, harbouring codon optimised *cas9*, designed for easy inserting spacer sequences. Recombination template is designed to be inserted at *Xba*I site. | (5) |
| pCRISPR-Cas9 | *E. coli*/*Streptomyces* shuttle vector, harbouring codon optimised *cas9*, designed for easy inserting spacer sequences. Recombination template is designed to be inserted through in-vitro assembly to *Stu*I site | (6) |
| pGWS728 | Construct harbouring *aac(3)IV* | (7) |
| pET28a | *E. coli* vector, designed to build His-tag fusion protein expression construct | Novagene 69864-3 |
| pUC19 | *E. coli* vector with multi-copy origin of replication | NEB N3041 |
| pGWS1255 | pWHM3 containing flanking regions of *gbn* with apramycin resistance cassette with *loxP* sites inserted as *Xba*I fragment between flanking regions | This study |
| pGWS1260 | pHJL401 harbouring *gbn* and its own promoter region | This study |
| pGWS1298 | pCRISPomyces-2 with spacer sequence from near the end of *gbn*, containing recombination template for 3×FLAG tag knock-in | This study |
| pGWS1295 | pCRISPomyces-2 with spacer sequence from near the beginning of *gbn*, containing recombination template for P*ermE* knock-in | This study |
| pGWS1286 | pET28a with *gbn* coding sequence built-in, for His_6_-Gbn fusion protein expression | This study |
| pGWS1300 | pUC19 harbouring partial *gbn* promoter region for EMSA experiment | This study |
| pGWS1451 | pUC19 harbouring random Gbn non-binding region for EMSA experiment | This study |
| pGWS1462 | pUC19 Harbouring partial *gbn* promoter region (-609 to +33) for TPM | This study |

**References**

1. Vara J, Lewandowska-Skarbek M, Wang YG, Donadio S, Hutchinson CR. 1989. Cloning of genes governing the deoxysugar portion of the erythromycin biosynthesis pathway in *Saccharopolyspora erythraea* (*Streptomyces erythreus*). J Bacteriol 171:5872-5881.

2. Fedoryshyn M, Welle E, Bechthold A, Luzhetskyy A. 2008. Functional expression of the Cre recombinase in Actinomycetes. Appl Microbiol Biotechnol 78:1065-1070. doi:10.1007/s00253-008-1382-9.

3. Larson J, Hershberger C. 1986. The minimal replicon of a streptomycete plasmid produces an ultrahigh level of plasmid DNA. Plasmid 15:199-209.

4. Motamedi H, Shafiee A, Cai S-J. 1995. Integrative vectors for heterologous gene expression in *Streptomyces* spp. Gene 160:25-31. doi:http://dx.doi.org/10.1016/0378-1119(95)00191-8.

5. Cobb RE, Wang Y, Zhao H. 2015. High-efficiency multiplex genome editing of *Streptomyces* species using an engineered CRISPR/Cas system. ACS Synth Biol 4:723-728. doi:10.1021/sb500351f.

6. Tong Y, Charusanti P, Zhang L, Weber T, Lee SY. 2015. CRISPR-Cas9 based engineering of actinomycetal genomes. ACS Synth Biol:1020-1029. doi:10.1021/acssynbio.5b00038.

7. Zhang L, Willemse J, Hoskisson PA, van Wezel GP. 2018. Sporulation-specific cell division defects in *ylmE* mutants of *Streptomyces coelicolor* are rescued by additional deletion of *ylmD*. Sci Rep 8:7328. doi:10.1038/s41598-018-25782-1.

How the deposited data were processed for this re-analysis (not part of the article)

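The authors deposited 1 table of fragment counts per library, 12 in all, and these counts were the starting point. They are whole numbers without normalization, made by the authors with fastp (trimming), bowtie2 (alignment) and featureCounts (fragments with both ends mapped, strand ignored, RefSeq annotation of the chromosome and plasmids). Reads were not aligned or counted again. All counts of a library sum to between 6120347 and 9462476. The tables hold no lines for unassigned reads, so the share of reads outside genes is unknown. Table S1 of the paper supplied the genes with Gbn binding in the promoter and their fold enrichment. It lists genes bound at both 25 h and 48 h, so genes bound at a single time counted among the other genes. Of Table S2, whose copy here is truncated, 1986 of 31410 lines were read and used for names and for comparison.

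Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and apeglm 1.24.0, and tables and plots were made in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. Chromosome genes were kept by edgeR's filterByExpr by group, which left 7641 genes and left out 213. Libraries were scaled by TMM factors, and 1 quasi-likelihood model with a mean for each of the 4 groups was fitted to all 12 libraries. Contrasts compared the mutant with the wild type at each time, the 2 differences with each other, and 45 h with 24 h in each strain. A gene was called at a fold change of at least 2 and a Benjamini-Hochberg adjusted p of at most 0.01 over all genes tested. Standard errors of log2 fold changes were taken from the quasi-likelihood F statistic. CPM values are scaled by TMM factors, and TPM values use gene length without them. Log2 CPM for distances used a prior count of 2.

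Gene groups were tested with limma's camera on voom values, with a preset correlation of 0.01 and adjustment over all groups and both times, at an adjusted p of 0.05. Neither the labels nor the methods say what a replicate number stands for, so pairing was read from the counts. Residuals of the wild-type and mutant library with the same number correlated with r from 0.106 to 0.149 at 45 h (all 3 pairs over 0.1) and from −0.0692 to 0.136 at 24 h (1 of 3), so the numbers were taken to pair the libraries at 45 h and not at 24 h. Shares of genes were compared with two-sided Fisher's exact tests. Values per library were compared with exact permutation tests. Simulated counts without a strain effect, 20 sets, gave the range of correlations that shared wild-type libraries produce. Other ways to divide the libraries 3 against 3, random lists matched on mean expression (10000), moves of all calls along the chromosome (7640 positions) and thinning of all libraries to the smallest total served as further tests.

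The alternatives were DESeq2 with apeglm, RLE factors, library size only, no filter on low counts, a mean count of at least 50, tRNA and rRNA genes left out, only the 6 libraries compared, a replicate block, robust estimation of the spread, each library left out in turn, an adjusted p of at most 0.05, any fold change, other definitions of strong binding, other tests for gene groups, matched comparison genes, CPM or means for expression levels, other scales for distances, and other boundaries and background genes for the chromosome arms. Chosen after seeing the data were a replicate block among the 45 h libraries, the rRNA share as a covariate, chromosome genes as denominator, runs of neighbours counted once, genes from 7 to 8 Mb left out, wild-type libraries divided between 2 comparisons, and strongly bound genes only among those higher at 24 h.

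The genes named in the text follow a rule that was fixed with the alternatives. It takes every gene named in the paper's text, Table 1 or Table 4, whose values there had been seen, *gbn* and its neighbours SCO1838 and SCO1840, and developmental genes by name (*ssgA*, *ssgB*, *ssgR*, *adpA*, *atrA*, *ftsZ*, *sigF*, *hupS* and names that begin with *whi* or *bld*). For each time it adds the 5 largest rises and the 5 largest falls among called genes whose libraries separated. Any other gene named was chosen after its values were seen. Names of genes come from the paper, Table S1 or Table S2.

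The procedure was tested on simulated counts with the depth and spread of these libraries and known changes in 200 genes. It recovered 191 (95.5%) at 24 h and 190 (95.0%) at 45 h, none with the wrong sign, and called 0 of 7251 and 0 of 7260 unchanged genes. All 5 shifted gene groups were found and 0 of 20 unchanged groups were called. The simulated genes varied independently, and the groups were drawn at random. The test therefore cannot show how camera performs on groups of neighbouring genes that vary together. All known gene changes lay beyond the fold change threshold.

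Left out were genes with too few counts, the plasmid genes, which had no counts, and genes bound by Gbn only in their coding region, for which no list was used here. Members of the GlnR and SoxR regulons beyond those named in the text were not analysed here.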

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

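The tests of regrouped libraries, of all calls moved along the chromosome, of extra copies of segments, of SCO1840 and of wild-type RNA were chosen only after the results were seen, and the test of SCO1838 before.

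The effect of the *gbn* deletion differed between 24 h and 45 h in 302 genes, by the interaction of strain and time in edgeR. A difference between the 2 times drew attention to this result. When the 6 libraries of each time were divided 3 against 3 in all ways, 5 of 100 pairs of divisions, the real one included, gave as many genes. The other 4 kept the real groups at 45 h and mixed the strains at 24 h, which by construction turns the difference at 45 h itself into a difference between the times. The count therefore does not exclude chance for this number, and it cannot decide the matter. For the genes changed at either time, 1 of 100 pairs of divisions, the real one, gave as many (623), which argues against chance there. Growth stage, which the design names, remains open as a biological explanation and was not tested apart from time on the plate.

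Several gene groups differed between the times by the same contrast, tested with camera. The difference of the log2 fold changes (45 h minus 24 h) had a median of 3.02 in the *act* cluster, −3.80 in the GlnR genes, 3.28 in SCO4615 to SCO4627, 2.24 in *nuo2*, 1.87 in SCO4596 to SCO4598 and 2.63 in SCO0319 to SCO0321. In smaller steps it was 0.50 in *bxlEFGA*, 0.39 in *nuoJKLMN*, 0.34 in the *red* cluster, −0.19 in the ribosomal protein genes and −0.26 in the *dcw* cluster. The *red* and ribosomal groups and *bxlEFGA* pass with camera only and not with fry, and with an estimated correlation *nuo2* alone passes (adjusted p = 0.0201). In the *act* cluster the mutant's fall at 24 h is set against a cluster that the wild type itself expresses far less at 45 h. Of the 10 divisions of the libraries at 24 h, 4 put as many gene groups past the threshold as the real one, and of those at 45 h only the real one (1) did. The other divisions put a median of 4 and up to 7 of the 11 groups past the threshold at 24 h, where the real one put 6, and a median of 6 and up to 7 at 45 h, where the real one put 9. Each mixes 2 libraries of a strain with 1 of the other and so keeps part of the strain's difference. A camera p alone therefore does not tie a group to the strain, and with 10 divisions chance and the strain cannot be told apart by this count. Scaling moved the median of all genes at 45 h between −0.07 and 0.03, less than any of these differences. Growth stage remains open and was not tested.

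SCO1838 and SCO1840, the neighbours of *gbn*, differed between the times by 1.29 and 2.16 log2 units (interaction, edgeR's adjusted p = 7.37e-06 and 5.63e-08). For SCO1838, an effect of the deletion itself on the neighbouring gene predicts a fall that fades along the strand at both times. SCO1838 fell most, SCO1837, on the opposite strand, less (−0.71 and −0.64), and SCO1836 was at −0.26 at 24 h and 0.02 at 45 h, so the pattern predicted for the deletion was found. For SCO1840 (2.4 at 45 h), SCO1841 was at 1.20, SCO1842 at 0.57, SCO1843 at 0.27, SCO1844 at 1.08 and SCO1845 at 0.18 at 45 h, so the rise faded with distance except at SCO1844, and at 24 h SCO1840 was at 0.25 alone. An effect of the deletion on the neighbouring gene and an effect of the absent protein cannot be told apart here, because 1 deletion strain gives both. Counting without strand leaves open whether these are the genes' own transcripts.

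Counts at the deleted *gbn* locus are data that the paper does not discuss. In the mutant they amounted to 5.91% of the wild type's CPM at 24 h and 14.8% at 45 h. Wild-type RNA in the mutant libraries would hold every gene at or above that percentage. At 45 h, 22 of 5812 genes with at least 10 CPM in the wild type lay below it, 14 of them by over 2 SD, and SCO2488 was at 0.374%, which argues against admixed wild-type RNA as the whole cause. At 24 h, 5 of 5265 genes lay below, none by over 2 SD, so wild-type RNA and remaining transcription of the locus cannot be told apart at that time. What the counts come from, in 15 nt of sequence left or in transcripts that run through it, was not tested.

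The arms of the chromosome differed in ways that the paper does not report. Of the genes higher at 24 h, 30 lay on the right arm, and of those lower at 45 h, 56 lay on the left arm. Neighbouring genes change together, so all calls were moved along the chromosome at once. Of 7640 positions, 4.55% gave as many right-arm genes higher at 24 h, and the largest number at a position other than the real one was also 30. Positions next to each other are not independent, so this argues only weakly against runs of neighbours as the whole cause. For the left arm at 45 h, 11.1% gave as many lower genes, so runs of neighbouring genes can account for it. No biological explanation of either was tested.

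Segments that the paper's text does not discuss also stood out. From SCO6805 to SCO6853, 35 of 45 genes were higher in the mutant at 45 h, with a median log2 fold change of 1.31. From SCO3222 to SCO3249, 12 of 28 were higher at 45 h, with medians of 0.79 at 24 h and 1.02 at 45 h. The neighbours SCO3447 to SCO3456 were lower at 45 h with a median of −1.99, while in the wild type they rose by 2.67 from 24 h to 45 h. These segments were chosen after their values were seen. Extra copies of a segment in the mutant's chromosome would raise it at both times. At 24 h the median was 0.10 for SCO6805 to SCO6853 and 0.0882 for SCO4596 to SCO4614, so copies present from the start are excluded as the cause for both. For the phage-related genes next to the latter, SCO4615 to SCO4627, the median at 24 h was 0.50, all 13 genes lay above 0 and 4 reached 1 (camera's adjusted p = 0.00368, not past the threshold with fry). In all 13 genes the log2 fold change was larger at 45 h than at 24 h, by a median of 3.28. For this interaction the adjusted p was 3.21e-13 with camera, 6.76e-05 with fry and 0.0512 with an estimated correlation. Copies present from the start would raise both times alike, so these values argue against them as the whole cause. Whether such copies add to the rise at 24 h cannot be told, because these genes had at most 7.06 CPM in the wild type then. Copies that arise after 24 h remain open, as no DNA was measured, and so does regulation. For SCO3222 to SCO3249 the median at 24 h was 0.79, with the middle 50% of genes from 0.40 to 1.08. Extra copies of it and a regulated rise cannot be told apart, because the genes lie on both sides of the level that 1 extra copy gives. SCO3447 to SCO3456, which is lower, was not tested in this way.

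SCO2488 fell by the largest log2 fold change over the genome at 45 h, −7.99, and SCO2471 by −6.38. SCO2488 lies next to *nirB* and SCO2471 further away, and neither is among the genes that the paper names. With single libraries left out SCO2488 ran from −8.27 to −7.74 and SCO2471 from −6.79 to −6.09, and both were called each time. In the wild type SCO2488 rose from 0.987 CPM at 24 h to 217 CPM at 45 h, and the mutant had 0.810 CPM at 45 h, so the value rests on few counts in the mutant alone. No technical explanation of these falls was tested, loss of the genes from the mutant's chromosome included. Regulation by GlnR remains open and was not tested, since no list of GlnR genes beyond the text was used.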

How the results depend on the processing

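Apart from the alternatives named as chosen after seeing the data, all were set with the analysis plan, and all of these were run. Alternatives to the test or the filter have no value for the libraries' TPM ratios, and those to the TPM have none for the tests. Of 669 repeats of the results at a claim, 600 kept their direction and their side of the threshold or stayed within the limits for counts and values. Of the rest, 16 became weaker, 36 stronger, 16 moved and 1 reversed. Of 411 repeats for single genes, 406 held, and 5 became weaker. These were SCO5084 (adjusted p = 0.0103), SCO3222 (adjusted p = 0.012) and SCO7229 (adjusted p = 0.0228) at 24 h with only the 6 libraries compared by edgeR, and SCO7229 with single libraries left out (1.45 to 2.09). Where results changed, the cause was not tested, except that any fold change and fewer libraries alter the numbers by construction.

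Results that held in all alternatives run for them were the rise of *gbn* in the wild type (1.12 to 1.25), the ratio of the distances (1.38 to 1.61), and the bound share among genes higher at 24 h (13.0% for strongly bound genes alone, otherwise 23.6% to 38.2%). The calls of the 12 groups listed below for the estimated correlation held in the other alternatives run for them, with medians from −3.64 to −2.27 for *act* at 24 h, −5.91 to −5.42 for the GlnR genes at 45 h and 2.29 to 2.46 for *nuo2* at 45 h.

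With only the 6 libraries of 24 h in the model, 66 genes changed at 24 h, 32 of them lower. At an adjusted p of at most 0.01 and any fold change, 300 genes changed at 24 h (165 higher, 135 lower) and 2170 at 45 h (818 higher, 1352 lower), 807 differed between the times, and the share of all genes was 27.9%. Without the fold change threshold the balance at 45 h depended on the scaling, with 850 higher and 1212 lower with RLE factors, 927 and 547 with library size only, and 1009 and 945 without tRNA and rRNA genes. With the threshold, 69.4% to 78.1% of the changed genes were higher at 45 h under these 4 scalings.

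The share of strongly bound genes that changed (10.8%) exceeded that of other genes at p of at most 0.05 in more alternatives than not. It was 11.8% with RLE factors, 13.0% with library size only, 13.7% at a mean count of at least 50, 12.9% without tRNA and rRNA genes, 13.1% with only the 6 libraries compared, 11.1% with robust spread, 36.8% at any fold change and 12.7% for genes enriched over 10 at both times. With the rRNA share as a covariate, chosen after seeing the data, it was also 11.1%. With single libraries left out it ran from 10.1% to 13.1%. At any fold change the share of all genes listed also rose, to 27.9%.

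Camera with the correlation estimated from the libraries left the medians as they were, and no group passed 0.05. These were *act* at 24 h (−3.00, adjusted p = 0.123), GlnR genes at 45 h (−5.64, 0.149), SCO4615 to SCO4627 at 45 h (3.98, 0.0555), *nuo2* at 45 h (2.34, 0.0555), *nuoJKLMN* at 45 h (−0.77, 0.211) and 24 h (−1.20, 0.0555), SCO4596 to SCO4598 at 45 h (2.04, 0.0717), SCO0319 to SCO0321 at 24 h (−4.02, 0.117), *bxlEFGA* at 24 h (−1.35, 0.0717), *dcw* at 45 h (−0.31, 0.149), *red* at 45 h (0.53, 0.244) and the ribosomal protein genes at 45 h (−0.30, 0.5). Genes of 1 transcript vary together, and this setting charges a group for that.

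The shift of promoter-bound genes at 24 h (0.0290) passed under the Mann-Whitney U test and against matched genes (0.0338). Fry also passed, but it does not compare bound genes with others. At 45 h the shift passed against matched genes alone (0.0347). The expression level ratio of bound genes moved to 1.38 and 1.23 in the wild type at 24 h and 45 h with CPM. With means it moved to 2.43 and 2.69 in the wild type and 2.54 and 2.63 in the mutant.

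When genes between 7 and 8 Mb were left out, the right arm's share of genes higher at 45 h was 16.7%, no different from its 17.3% of the genes then tested (Fisher's exact test, p = 0.873), and the left arm's was 20.2%, still below its 25.0% but no longer past 0.05 (p = 0.0599). Counting runs of neighbours once gave 17.1% for the left arm, below its 22.6% and no longer past 0.05 either (Fisher's exact test, p = 0.0572). Both settings were chosen after seeing the data. Leaving out 7 to 8 Mb lowers the right arm's share and raises the left arm's by construction. The correlation of the mutant's changes with development at 45 h rose above the simulated range with DESeq2 (−0.0273) and without tRNA and rRNA genes (−0.0336). At 24 h it fell into the simulated range at a mean count of at least 50 (0.0906). With single libraries left out it ran from −0.0627 to −0.0414 at 45 h and from 0.0832 to 0.176 at 24 h, and passed the range at 45 h without wild-type 24 h replicate 1 (−0.0417) or mutant 45 h replicates 1 (−0.0429) or 2 (−0.0414). It fell into the range at 24 h without wild-type 24 h replicate 3 (0.0832). At 24 h the *dcw* cluster's median ran from −0.13 to −0.07 (−0.131 to −0.0653) and passed 0.05 without wild-type 24 h replicate 3 or mutant 24 h replicates 2 or 3. The *red* cluster's median at 24 h ran from 0.07 to 0.24 (0.0666 to 0.242) and passed without wild-type 24 h replicates 1 or 2 or mutant 24 h replicates 2 or 3.

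A replicate block, with 1 effect per number over both times, gave 108 genes at 24 h, 537 at 45 h and 295 that differ between them. A block among the 45 h libraries alone, chosen after seeing the data because same-numbered libraries deviate together only there, gave 519 genes at 45 h (354 higher, 165 lower) and 252 that differ. Neither block changed a call of a gene group or a gene named here for which it was run, or moved a count by over 1.5 times.

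With single libraries left out, the calls at 24 h shared 82 to 100 genes with the 106, and those at 45 h shared 463 to 477 with the 549. Depth limits the genes with few counts, such as the rarest tRNA gene of Table 1 (0.366 CPM in the wild type at 24 h), whose standard error at 24 h was 1.09 log2 units.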

Differences from the paper's values

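The test of promoter-bound genes among those higher at 24 h, the moves of calls along the chromosome, runs counted once and genes between 7 and 8 Mb left out were tests chosen only after the result was seen, and the other alternatives named were set before the data were examined. Log2 fold changes here are edgeR's without shrinkage, and DESeq2 with apeglm, the tool the paper's methods name, was an alternative. With that alternative, all 21 genes of Table 1 other than *gbn* lay within 0.1 of the paper's values at both times. Of the 49 genes of Table 4, 47 did at each time. With edgeR, 26 of the 49 did at 24 h and 33 at 45 h. The largest gap, for SCO5583 at 24 h (about −0.11 in the paper's Table 4, read by eye, and −1.86 here), lies within the replicates' SD of 1.85 and so is not among the differences below.

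For SCOt02 at 24 h the paper gives 0.01 in Table 1 and the value here is −0.0186, with a standard error of 0.534, so the values differ in sign alone, near 0. Of 12 alternatives, the 5 that do not differ are library size only and leaving out wild-type replicate 1, wild-type replicate 3, mutant replicate 2 or mutant replicate 3. DESeq2 (−0.00303) and the other 6 differ in sign.

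Of the log2 fold changes in Table 4, read by eye, these differ, each with 15 alternatives. SCO1838 at 45 h is about −1.7 in the paper's Table 4 and −1.59 here, and every alternative differs. Another 3 are reached with DESeq2 alone and differ in the other 14. They are SCO1905 at 45 h, about 2.6 in the paper's Table 4 and 2.78 here, SCO2211 at 45 h, about −4.2 and here −4.43, and SCO4266 at 45 h, about −0.59 and here −1.14. A further 3 are reached with DESeq2, without wild-type 24 h replicate 1 or without mutant 24 h replicate 2, and differ in the other 12. They are SCO2473 at 24 h, about −0.22 in the paper's Table 4 and −1.13 here, SCO2486 at 24 h, about −0.14 and here −1.43, and SCO4625 at 24 h, about 0.09 and here 0.40. SCO2205 at 24 h is about 0.01 in Table 4 of the paper and −0.0204 here. It is reached with library size only and without wild-type replicate 3, mutant replicate 1 or mutant replicate 2 of that time, and differs in the other 11, DESeq2 included. SCO5083 at 45 h is about 0.11 in the paper's Table 4 and 0.40 here. It is reached with DESeq2 and without wild-type replicate 2 or 3 or mutant replicate 1 or 3 of that time, and differs in the other 10. SCO5584 at 45 h is about −5.3 in Table 4 of the paper and −5.52 here. It is reached with DESeq2, library size only, a mean count of at least 50, tRNA and rRNA genes left out, only the 6 libraries compared, and without wild-type replicate 3 or mutant replicate 3 of that time, and differs in the other 8. SCO6149 at 45 h is about 2.3 in the paper's Table 4 and 2.457 here (2.46), reached with DESeq2 and without wild-type 45 h replicate 1, and differs in the other 13.

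For *gbn* at 24 h, Table S2 of the paper gives −14.6271 and the value here is −4.07. No alternative reaches it, and DESeq2 gives −4.06. The paper's mean count of *gbn* in that table is 1559.38 and the mean here is 1066, while the median ratio of mean counts over the genes read from Table S2 is 0.996. Of 1983 genes read from that table, 1974 have log2 fold changes within 0.1 of DESeq2's here.

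In Fig. 6A the paper's expression of *gbn* in the wild type is about 1.7 at 24 h and about 2.8 at 45 h, read by eye, and TPM here is 511 and 1114. No alternative bears on these values. On a log10 scale the values here are 2.71 and 3.05, and neither these nor the TPM values match both.

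In Table 3 the paper's sets of bound genes are larger than the 769 genes of Table S1 used here, so the values compare different lists. The other genes here therefore include some that the paper counts as bound. The paper's mean TPM of bound genes in the mutant at 45 h is 189.4 and here 289, with no alternative run. The other 3 means of bound genes were also higher here, at 272 against the paper's 195.2 in the wild type at 24 h, 294 against 202.5 in the wild type at 45 h and 282 against 200.1 in the mutant at 24 h, each less than 1.5 times the paper's. For log2 fold changes at 24 h, the paper's mean of bound genes is 0.019 and here 0.0588, and its median of bound genes is 0.006 and here 0.0225. DESeq2, the single alternative run, gives 0.0401 and 0.0105, which lie within the replicates' SD (0.0215 and 0.0126) of the paper's values. The paper's median of other genes at 24 h is 0.004 and here −0.00652, which DESeq2 does not reach. The paper's mean of bound genes at 45 h is 0.047 and here 0.0654, and its median of bound genes is −0.014 and here −0.0583, and DESeq2, at 0.0697 and −0.0263, lies outside the replicates' SD (0.00443 and 0.00919) for both. The paper's median of other genes at 45 h is −0.040 and here −0.0709, which DESeq2 reaches.

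The paper states that genes with Gbn binding in the promoter are expressed on average more in vegetative than in aerial growth. Here their median TPM in the wild type was lower at 24 h (31.7) than at 45 h (34.2), and so was the mean (272 and 294), the same direction as in the paper's own Table 3. The paper states that the effect is more pronounced in the mutant. In its Table 3 the mutant's mean is higher at 24 h (200.1) than at 45 h (189.4), as stated, where here it was lower (282 and 289), and the mutant's median is lower at 24 h in both (32.3 and 37.9 in the paper, 33.1 and 39.0 here). Relative to the median of other genes the bound genes were higher at 24 h (1.42 times) than at 45 h (1.19 times).

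The paper states that the genes raised in aerial growth lie mainly on the right arm and that the left arm shows no trend. Here 142 of 381 lay on the right arm, fewer than the 181 in the core, although more than the share of genes on that arm. The left arm held fewer than its share (58, Fisher's exact test, p = 4.03e-04). With runs of neighbours counted once it still held fewer (17.1%, where 22.6% of the genes tested lay there, Fisher's exact test, p = 0.0572). It also held fewer with genes between 7 and 8 Mb left out (20.2% against 25.0%, Fisher's exact test, p = 0.0599). Neither passed 0.05, and leaving out that segment raises the left arm's share by construction. Of the moves of all calls along the chromosome, 6.45% gave as few.

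The paper reports *nuoJKLMN* as lowered in its paragraph on aerial growth. Here the genes were lower at both times, and they met the fold change threshold at 24 h (median −1.20) and not at 45 h (−0.77), where their adjusted p was at most 0.01.

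The paper reads its data as Gbn having no direct effect on the transcription level of its targets. Its binding data are from 25 h and 48 h, and it pulled down no DNA at 24 h or earlier. Here promoter-bound genes were over-represented among the genes higher at 24 h, with 15 of 46 (Fisher's exact test, p = 1.49e-05), and not among those higher at 45 h (42 of 381, p = 0.373).

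The paper states that the *dcw* and *red* clusters were not altered significantly. At 45 h edgeR with both thresholds gave 0 of 12 in *dcw* (11 at an unadjusted p under 0.05, 0 with DESeq2) and 1 of 22 in *red* (15 at an unadjusted p under 0.05, 0 with DESeq2), which goes with that statement. At an adjusted p of at most 0.01 and any fold change, 10 of 12 *dcw* genes passed (8 with DESeq2), all lower, and 4 of 22 *red* genes (5 with DESeq2). As groups both moved at 45 h by camera, *dcw* to −0.31 and *red* to 0.53, and by fry, though not with an estimated correlation.

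The paper states that early sporulation is borne out by the transcriptome. The developmental genes read here lack *ssgA*, *ssgR*, *ftsZ*, *sigF* and *hupS*, whose names were not found, so they cover such genes only in part. Here none of 9 developmental genes met the thresholds at either time with edgeR or DESeq2, 1 and 4 had an unadjusted p under 0.05, and the 4 that passed an adjusted p of 0.01 at 45 h, *bldKB*, *whiG*, *whiB* and *whiA*, were lower in the mutant (−0.95 to −0.32).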

Other observations

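The tests below of matched lists for the bound genes' shift and for the right arm, of library size, of regrouped libraries at 24 h and at 45 h, and of the mutant being ahead in development were set beforehand. All tests of the bound genes higher at 24 h, of runs of neighbours, of shared wild-type libraries, of *act* genes alone and of regrouped libraries for gene groups, shifts and arms were chosen only after the results were seen.

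More genes changed at 45 h than at 24 h. Thinning every library to the smallest total left 109 and 526 genes, a ratio of 4.83 where all counts gave 5.18, so library size is excluded as the cause. The number of genes was largest for the real groups among the 10 divisions of the 6 libraries, at 24 h (1 of 10) and at 45 h (1 of 10), and no other division gave any gene. With 10 divisions the share cannot fall below 0.1, so chance cannot be excluded by this count alone. At 45 h, 4 of the divisions part all 3 pairs of libraries with the same number, and of these the real one alone gave as many genes, while the other 6 part 1 pair each.

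Genes with Gbn binding in the promoter were over-represented among the genes higher in the mutant at 24 h, with 15 of 46. They are SCO0902, SCO1151, SCO3363, SCO4955, SCO5982, SCO6083, SCO6225, SCO6593, SCO6648, SCO7229, SCO7404, SCO7507, SCO7551, SCO7763 and SCO7764, most of them chosen for naming after their values were seen. Lists matched on mean expression held a median of 4 bound genes, 8 at the upper limit of the middle 95% and at most 12 in 10000 lists, which argues against the higher expression level of bound genes. Moving all calls along the chromosome gave as many in 0.0131% of positions, the real one alone, which argues against runs of neighbours, and 13 of the 15 have no bound neighbour among the 15. The right arm holds 11 of the 15, but within the arms and the core the odds ratio was 4.86 (exact test, p = 9.07e-06), so a shared location is excluded as the whole cause. Scaling, filter and single libraries did not move the result past its threshold. All 15 were also higher at 45 h, between 0.58 and 3.24 log2 units, and 12 met both thresholds again. Genes called higher at 45 h alone showed no such excess (30 of 353, 8.50%). The binding of the 15 was not stronger than that of other bound genes, with a median enrichment of 7.27 against 9.01. One reading is that Gbn lowers a small number of genes with binding in the promoter, within the tests above (4.86 within arms). The binding was measured at 25 h and 48 h. From samples 24 h old or younger, the paper's ChIP-Seq pulled down no DNA, so binding at 24 h was not shown. This reading remains a hypothesis found and tested on the same libraries. Chance in the grouping was not tested for it because other divisions gave no called genes.

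The upward shift of all promoter-bound genes at 24 h did not pass with camera (adjusted p = 0.128). Fry passed, but it tests the bound genes alone. The shift exceeded that of all 10000 lists matched on mean expression (percentile 100), so the expression level of bound genes is excluded as its cause. Of 10 divisions of the libraries, only the real one (1) gave as large a shift at 24 h, and 4 of 10 did at 45 h. At 45 h, 4 of the divisions part all 3 pairs of libraries with the same number. Of these, the real one alone (1) gave as large a shift, and so did 3 of the 6 that part 1 pair each. Chance in the grouping and the strain cannot be told apart by these counts.

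The right arm held 142 of the genes higher at 45 h. Lists matched on mean expression held 127 at the upper limit of their middle 95%, so the lower expression of arm genes is excluded as the cause. Moving all calls along the chromosome gave as many in 3.23% of positions, with up to 144 at a position other than the real one. Positions next to each other are not independent, so this argues only weakly against runs of neighbours as the whole cause. For the low number on the left arm, 6.45% of positions gave as few, so runs of neighbouring genes can account for that number. The real groups called the most right-arm genes of 10 divisions (1 of 10), and chance cannot be excluded with so few. Most of the excess lies between 7 and 8 Mb. No biological explanation was tested.

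A mutant ahead in development would change as the wild type does from 24 h to 45 h. The correlation across genes was 0.112 at 24 h, above the simulated range, but the rank correlation lay below its range. At 45 h r was −0.0474, within the simulated range, and the rank correlation lay above it. Because both measures disagree at each time, a mutant ahead in development and one that is not cannot be told apart from these values. With the wild-type libraries divided between the 2 comparisons, the mean r was 0.0504 at 24 h and −0.0251 at 45 h, and the rank correlations had the opposite sign, from −0.0307 to −0.0222 at 24 h and from 0.0616 to 0.107 at 45 h.

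The direction of the called genes with time was tested apart. Of 59 genes lower in the mutant at 24 h, 69.5% fall from 24 h to 45 h in the wild type, where simulated strains with the same fold changes on other genes gave at most 66.7% in 20 simulations. All 21 *act* genes among the 59 fall, and 52.6% of the other 38 do, within the simulated range. With all fold changes moved along the chromosome at once, which keeps runs of neighbours together, 5 of 100 simulated strains (5%) gave as large a share as 69.5%, so shared wild-type libraries with runs of neighbours can account for it, and the *act* genes alone make the excess. Of the 46 genes higher at 24 h, 41.3% rise (simulated 31.7% to 60.5%), and of all 105 changed at 24 h, 57.1% go the way of the wild type (simulated 42.7% to 63.5%), both within range. Of 167 genes lower at 45 h, 29.3% fall with time in the wild type and the rest rise, where in simulated strains at most 55.9% rise. Of 381 genes higher at 45 h, 58.0% rise with time in the wild type, where simulated strains gave at most 52.6%. With all fold changes moved at once, 0 of 100 simulated strains (0%) gave as large a share for the lower genes (at most 64.4%) or for the higher genes (at most 56.9%), which argues against wild-type libraries shared by both comparisons, with or without runs of neighbours, as the whole cause at 45 h. So the genes higher and the genes lower at 45 h point opposite ways. Over all 548 genes changed at 45 h, 49.3% go the way that the wild type goes with time, within the simulated 45.7% to 53.2%. Whether the mutant is ahead or behind stays open.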
